# PRC2-independent actions of H3.3K27M in embryonic stem cell differentiation

**DOI:** 10.1093/nar/gkac800

**Published:** 2022-09-26

**Authors:** Lea R Z Cohen, Binyamin Kaffe, Eden Deri, Chen Leibson, Malka Nissim-Rafinia, Moria Maman, Nofar Harpaz, Guy Ron, Efrat Shema, Eran Meshorer

## Abstract

The histone H3 variant, H3.3, is localized at specific regions in the genome, especially promoters and active enhancers, and has been shown to play important roles in development. A lysine to methionine substitution in position 27 (H3.3K27M) is a main cause of Diffuse Intrinsic Pontine Glioma (specifically Diffuse Midline Glioma, K27M-mutant), a lethal type of pediatric cancer. H3.3K27M has a dominant-negative effect by inhibiting the Polycomb Repressor Complex 2 (PRC2) activity. Here, we studied the immediate, genome-wide, consequences of the H3.3K27M mutation independent of PRC2 activity. We developed Doxycycline (Dox)-inducible mouse embryonic stem cells (ESCs) carrying a single extra copy of WT-H3.3, H3.3K27M and H3.3K27L, all fused to HA. We performed RNA-Seq and ChIP-Seq at different times following Dox induction in undifferentiated and differentiated ESCs. We find increased binding of H3.3 around transcription start sites in cells expressing both H3.3K27M and H3.3K27L compared with WT, but not in cells treated with PRC2 inhibitors. Differentiated cells carrying either H3.3K27M or H3.3K27L retain expression of ESC-active genes, in expense of expression of genes related to neuronal differentiation. Taken together, our data suggest that a modifiable H3.3K27 is required for proper histone incorporation and cellular maturation, independent of PRC2 activity.

## INTRODUCTION

The epigenetic code has been extensively studied in recent years utilizing genome-wide approaches, resulting in comprehensive mapping of histone modifications in multiple cell types across the genome (1,2). Apart from being post-translationally modified, the four replication-dependent core histones, which comprise the nucleosome (H2A, H2B, H3 and H4), can all be replaced by a number of replication-independent variants of varying functions, binding preferences, and interactions (3–6). Among these is the histone variant H3.3, which plays important roles in differentiation and development (7–9). Despite its almost complete identity to the canonical H3.1, differing by only 4 amino acids, its genome-wide pattern is distinct from that of H3.1. H3.3 is enriched in both telomeric heterochromatin and active euchromatin, where it is preferentially incorporated by the histone chaperone HirA in promoters and enhancers (10–12). H3.3 also shows differential turnover at different genomic sites, and higher H3.3 turnover was reported in active regions in a cell-type specific manner (13–15). In particular, H3.3 turnover plays important roles in neurons, where it mediates specific activity-dependent patterns of gene expression (16). In embryonic stem cells (ESC), a set of genes is marked by the active chromatin mark H3K4me3 as well as the suppressive H3K27me3 mark. This bivalency state which is found in locations with H3.3 deposition (11) is important for ESC differentiation and development (17,18). Disruption of H3K27 tri-methylation by a K27R mutation causes a severe defect in development (19).

H3.3 attracted much attention recently when it was discovered that a mutation in its K27 residue (H3.3K27M) is present in a striking percentage (∼80%, together with H3.1K27M) of pediatric Diffuse Intrinsic Pontine Gliomas (DIPG) (20–26). It is also considered a driver mutation in other types of cancers including Osteosarcoma, Acute myeloid leukemia, Posterior Fossa ependymoma and Pons/Brainstem gliomas (27–31). DIPG, found in young children, has an epigenetic profile which differs from that of adult glioblastomas (32). This, together with the fact that the expression profile of this deadly glioma shows patterns of early developmental stages (32), highlights the importance of the H3.3K27 residue during both development and cancer. Due to the unique properties and spread of the H3.3K27M (and H3.1K27M) mutations, it received a new classification group named Diffuse Midline Glioma (DMG), referring to diffused tumors with these mutations in midline brain areas (33).

The mutated H3.3 usually represents a relatively small fraction of all H3 in the cell, of <10% (34). H3.3K27M was found to have a dominant-negative effect by inhibiting the enzymatic activity of the Polycomb Repressor Complex 2 (PRC2), resulting in genome-wide depletion of H3K27me3 (35). Other mutations such as H3.3K27L do not inhibit the PRC2 complex and do not result in a genome wide reduction of H3K27me3 (35). At least in mice, the H3.3K27M mutation alone is sufficient for the induction of cancer (36), although in humans it is usually found together with mutations in other genes such as *Tp53*, *Atrx* and *Pdgfra* (37,38). Seeking downstream consequences, a recent study suggested that H3.3K27M have enriched interactions with histone chaperones (39).

In this work, we generated a Dox-inducible system that allowed us to study the immediate effects of H3.3 mutations. We analyzed the earliest consequences of ectopically expressing WT-H3.3, H3.3K27M or H3.3K27L on gene expression, H3.3 incorporation and histone modifications, in ESCs and during differentiation. We report that both H3.3K27M and H3.3K27L induce an H3.3-incorporation-related transcriptional signature of delayed differentiation, suggesting that the early epigenetic and transcriptional response to H3.3K27M is PRC2-independent.

## MATERIALS AND METHODS

### Cell line generation

Plasmids were constructed using Gibson. Mutations were inserted by site directed mutagenesis. KH2 mouse ESCs were transfected using Neon transfection system (Thermo-Fisher). Plasmids were transformed into mouse KH2 cells together with a Flipase vector. Colonies were selected by hygromycin selection.

### Cell culture

Cells were cultured on gelatin-coated tissue culture plates in ESC media (DMEM supplemented with 10% fetal calf serum, 100 U/ml penicillin, 100 mg/ml streptomycin, 2 mmol/l l-glutamine, 5 mg/ml MEM non-essential amino acids, 0.12 mmol/l β-mercaptoethanol and 1000 U/ml leukemia inhibitory factor) supplemented with 2i inhibitors cocktail (mitogen activated protein kinase (MAPK)/extracellular-signal-regulated kinase (ERK) kinase (MEK) inhibitor PD0325901 and the glycogen synthase kinase 3 (GSK3) inhibitor CHIR99021). For retinoic acid (RA) induced differentiation, cells were grown on gelatin-coated dishes for 4 days in ESC media without LIF/2i in the presence of 1 μM RA. All cells were cultured at 37°C in 5% CO_2_. For OPC differentiation, cells were differentiated according to (40), with a few adjustments. Briefly, ESC colonies were trypsinized (TrypLE) into single cells and passed through a 70 μm strainer, suspended in knockout serum replacement (KSR) medium, and transferred to 100mm petri dishes at a density of 50 000 cells/cm^2^ allowing to form embryoid bodies (EBs). From day 4 to day 7, RA (0.2 M) and purmorphamine (1 M) were added. At day 8, EBs were disaggregated and plated on 0.002% polyornithine-coated dishes in OPC medium for up to 30 days. The medium was changed every other day. The cells were trypsinized and replated when they become confluent (typically once).

### Immunofluorescence, cell extraction and Western blots

Cells were grown on cover-slips, fixed in 4% paraformaldehyde (15 min, room temp), washed (3× PBS, 5 min), permeabilized (0.5% Triton X-100, 5 min) and incubated with primary antibodies (1 hr, room temp or 4°C overnight) in 10% serum in PBS. Cells were washed (3× PBS, 5 min, room temp), incubated with secondary antibodies (Alexa488 / Alexa568, Molecular Probes, 1:1000, 1 h, room temp) in 10% serum in PBS, washed (3× PBS, 5 min, room temp), DAPI stained, washed (PBS) and mounted on microscope slides using anti-fade (Dako, Glostrup, Denmark). For whole cell extraction, cells were trypsinized, washed with cold PBS, centrifuged (500 *g*, 4°C, 5 min), resuspended in ice-cold hypotonic Lysis Buffer (20 mM Tris–Cl pH 7.5, 0.2 mM EDTA, 0.5 mM DTT, and 1:100 protease inhibitors cocktail [Sigma]), incubated on ice (10 min) with a similar volume of High Salt Buffer (20 mM Tris–Cl pH 7.5, 0.2 EDTA mM, 0.5 mM DTT, 1 M NaCl), centrifuged (20 000 *g*, 4°C, 30 min), supernatants collected, and protein concentration was determined using Bradford. Detection for WB was done using α-mouse, α-rabbit or α-goat antibodies conjugated to HRP (115-035-062, 111-035-144, 705-035-147 Jackson ImmunoResearch, respectively).

### Cell cycle analysis

Cells were trypsined to achieve single cells, and were incubated for 30 min in ESC media with Hoechst33342. Cells were then filtered and analyzed using CellStream Analyzer (Merkel) and FlowJo.

### Chromatin immunoprecipitation (ChIP)

Multiplexed Chromatin immunoprecipitation followed by next generation sequencing (MINT-ChIP-seq) was performed as previously described (41) using the following antibodies: α-HA (ab9110), α-H3 (Active-Motif), α-H3K27me3 (Millipore, 07-449) and αH3K27ac (a gift from Hitoshi Kimura, Osaka University). Sequencing was performed in-house using Illumina NextSeq500.

### RNA extraction, library preparation and sequencing

RNA was prepared using RNeasy (Qiagen) according to the manufacturer's instructions. Library preparation was done using QuantSeq 3′-mRNA-Seq Library Prep Kit (Lexogen) or KAPA mRNA-seq kit (Roche). Libraries were subjected to single-end sequencing using Illumina NextSeq500.

### ChIP-seq

FASTQ files were aligned using Bowtie2 (42) using default parameters. Resulting BAM files were sorted using SAMtools and duplicates were removed (43). Bedgragh files were made using BEDTools (44) and the reads normalized to RPM. For calculating the change in global H3K27Me3 and H3K27ac total read count between modification and H3.3 was calculated, and the change from early time points (4 and 8) to 72 h was calculated. Further analysis of our mESCs was done in MATLAB. In short, data from Bed files was loaded and (apart of chromosome 8) we renormalized the total number of reads to mapped reads. We analyzed the genome in resolution of 200 bp. Gene location data was taken from UCSC table browser and used for calculating Heatmaps, H3.3 profiles around TSS and genic distribution of H3.

Plots of H3.3 metadata from Human cell (45), were made using deepTools2 (46).

### RNA-seq analysis

FASTQ files were aligned to the mouse reference genome (mm9) using STAR (version 2.7.1) allowing up to 10 mismatches. The output was normalized to transcripts per million (TPM). Counts files were made. For genes with few variants, the expression level was accounted as the expression of the variant with the maximal expression. Although e-karyotyping did not detect any abnormalities, cytogenetic karyotyping of our cells revealed a potential duplication in chromosome 8 within all our clones. Therefore, to ensure duplication-based bias, chromosome 8 was excluded from all analyses.

### Differentially expressed genes

Differential expression analysis was performed on the raw expression counts using the R package DESeq2 (version 1.28.1) as well MATLAB. Experiments were repeated weeks apart for biological replicates. Genes with *P*-adjusted value <0.05 and fold-change <0.5 or >2 were marked as differentially expressed genes (DE genes). The DE genes were intersected with 1,304 genes known as related to glioblastoma downloaded from the curated CTD Gene-Disease Associations dataset (https://maayanlab.cloud/Harmonizome/gene_set/Glioblastoma/CTD+Gene-Disease+Associations) (47). Gene Ontology (GO) analysis was performed using Panther (48), and result were analyzed in MATLAB.

### CyTOF sample preparation

Cells were stained with antibodies targeting histone modifications and core histone proteins, run on CyTOF and analyzed as previously reported (49). In short, cells were harvested to a single cell suspension in PBS buffer. Cells’ live dead staining was performed by 1 min incubation with Cell-ID Cisplatin (Fluidigm) at a concentration of 1.25 μM, followed by rinses with DMEM + 10% FBS and MaxPar Cell Staining Buffer (Fluidigm). Cells were then fixed by 30 min incubation with nuclear antigen staining working solution (Maxpar Nuclear Antigen Staining Buffer Set, Fluidigm). Cells were rinsed with antigen permeabilization buffer (Maxpar Nuclear Antigen Staining Buffer Set, Fluidigm), and barcoded by 1 h incubation with Palladium-based barcodes (Cell-ID 20-Plex Pd Barcoding Kit, Fluidigm). Cells were rinsed twice with nuclear antigen permeabilization. Samples that run together were pooled together, where the same number of cells were taken from each sample. Cells were blocked for 10 min with NGS 10% (NGS, Cell Signaling Technology) and then incubated with antibodies pool for 30 min. Antibodies included were H3K27M antibody (ab240310, abcam) which was conjugated to 169Tm metal (201169A, Fluidigm), H3K27me3 antibody (61017, Active Motif) was conjugated to 168Er metal (201168B, Fluidigm), SOX2-150Nd antibody (3150019B, Fluidigm), H3-115ln antibody (711501, IonPath), H3.3 antibody (ab208690, abcam) was conjugated to 155Gd metal (201155A, Fluidigm), H4 antibody (ab238663, abcam) conjugated to 159Tb (201159A, Fluidigm). Cells were then rinsed twice with staining buffer, and fixed overnight in 10% formalin. The following day, DNA was labeled with Cell-ID Intercalator-Iridium (Fluidigm) which was added to the formalin solution to achieve a final concentration of 125 nM. After 30 min incubations, cells were rinsed twice with staining buffer and two more rinse Maxpar Cell Acquisition Solution (Fluidigm). Finally, cells were resuspended in cell acquisition solution containing 1:10 dilution of EQ Four Element Calibration Beads (Fluidigm), filtered through a 35 μm mesh cell strainer (Falcon) prior to acquisition on a Fluidigm Helios CyTOF system.

### CyTOF data processing analysis

CyTOF data was processed and analyzed as previously described (49). In short, data was normalized using the CyTOF software (Fluidigm), and then gated to live single cells using the Cytobank platform (Beckman Coulter) with the following: cisplatin 195Pt, iridium DNA label in 193Ir, event length, and the Gaussian parameters of width, center, offset and residual channels. Additionally, SOX2-150Nd was used to distinguish the mouse embryonic stem cells from the irradiated MEF cells they were grown with. Last, sample de-barcoding was performed using the CyTOF software. The processed data underwent arcsine transformation and standardization, and epigenetic markers were normalized to the core histone levels as was previously reported (49).

### Statistical analyses

Experiments, both RNA-seq and ChIP-seq, were performed in two biological replicates, weeks apart. In RA treated cells, we pooled the 24 and 72 h time-points, which were similar. For correlation analyses, we used Spearman correlation (of mean per gene of the area –1.2 kb to –200 b and 400 b to 1.2 kb from TSS). *P*-value was calculated using two-tailed Student's *t*-test, or *U*-test when comparing groups of different size, unless otherwise indicated.

### Databases used

https://genome.ucsc.edu/cgi-bin/hgTables

http://pantherdb.org/

https://maayanlab.cloud/Harmonizome/gene_set/Glioblastoma/CTD+Gene-Disease+Association

## RESULTS

### H3.3 mutations have little effect on H3.3 binding targets

To study the immediate consequences of H3.3K27M, we generated Doxycycline (Dox)-inducible KH2 FLIP-in mouse ESCs expressing a single extra copy of WT, K27M or K27L SNAP-HA-H3.3 (50). H3.3K27M was previously shown to have a dominant-negative effect by inhibiting the PRC2 complex, leading to an overall reduction in H3K27me3 (35). Therefore, to distinguish between the dominant-negative effects of H3.3K27M and effects in *cis* due to the missing lysine at position 27, we added the H3.3K27L mutant, which cannot be modified but has no global effect on PRC2 activity (35). The clones were sequenced, and Dox-induced expression was verified by qPCR, Western blot, and immunofluorescence (Supplementary Figure S1A–C). Dox induction of the mutations did not alter cell cycle kinetics in these cells (Supplementary Figure S1D).

To validate our system, we performed western blots 72 h before and after Dox addition confirming the expression of the exogenous H3.3 without globally altering the levels of endogenous H3 (Supplementary Figure S1C, left). We further validated the expression of H3.3K27M in the mutant cells, and, as expected, observed a global decrease in H3K27me3 and a global increase in H3K27ac in the H3.3K27M-expressing cells (Supplementary Figure S1C, right). We then performed ChIP-Seq 72 h after Dox addition for H3K27me3, H3K27ac and H3, which we used for global normalization (41). We once again observed a global decrease in H3K27me3 and a reciprocal increase in H3K27ac in cells expressing H3.3K27M (Supplementary Figure S1E). To better support our model, we also measured H3K27M and H3K27me3 levels in DIPG/DMG cell culture derived previously from several DIPG/DMG patients (36), as well as in our ESC system. To obtain reliable quantitative data we used Cytometry by Time of Flight (CyTOF) to measure H3.3K27M and H3K27me3 expression levels, as well as the levels of the core histones H3, H4 and H3.3. To overcome technical variability, we normalized H3.3K27M and H3K27me3 expression to the core histone levels in each sample. We profiled the expression levels of three DIPG/DMG patient derived cell lines (DIPG13; DIPG25 and DIPG50), harboring the H3K27M mutation, and mouse ESCs following 4 days of Dox treatment to induce either the WT or the mutant H3.3. Our CyTOF results show comparable levels of H3K27M in the DIPG/DMG lines and the ESC inducible system (Supplementary Figure S1F, G). Moreover, similarly to DIPG/DMG, induction of H3K27M in ESCs leads to a significant reduction in H3K27me3 (Supplementary Figure S1F, blue). These results further support the relevance of our ESC system to study the epigenetic alteration that occur in DIPG. Heatmaps of H3K27ac ChIP-seq around transcription start sites (TSSs) revealed the expected distribution of H3K27ac in both WT and the mutants-expressing lines (Figure 1A). Quantification of H3K27ac levels revealed, as was previously reported (45), that the increase in global H3K27ac in the presence of H3.3K27M results in lower levels of H3K27ac around TSSs and enhancers (Supplementary Figure S1H-I). We also inhibited the PRC2 complex with the small molecule GSK343, which also resulted in the expected increased H3K27ac and decreased H3K27me3 (Supplementary Figure S1J).

**Figure 1.**
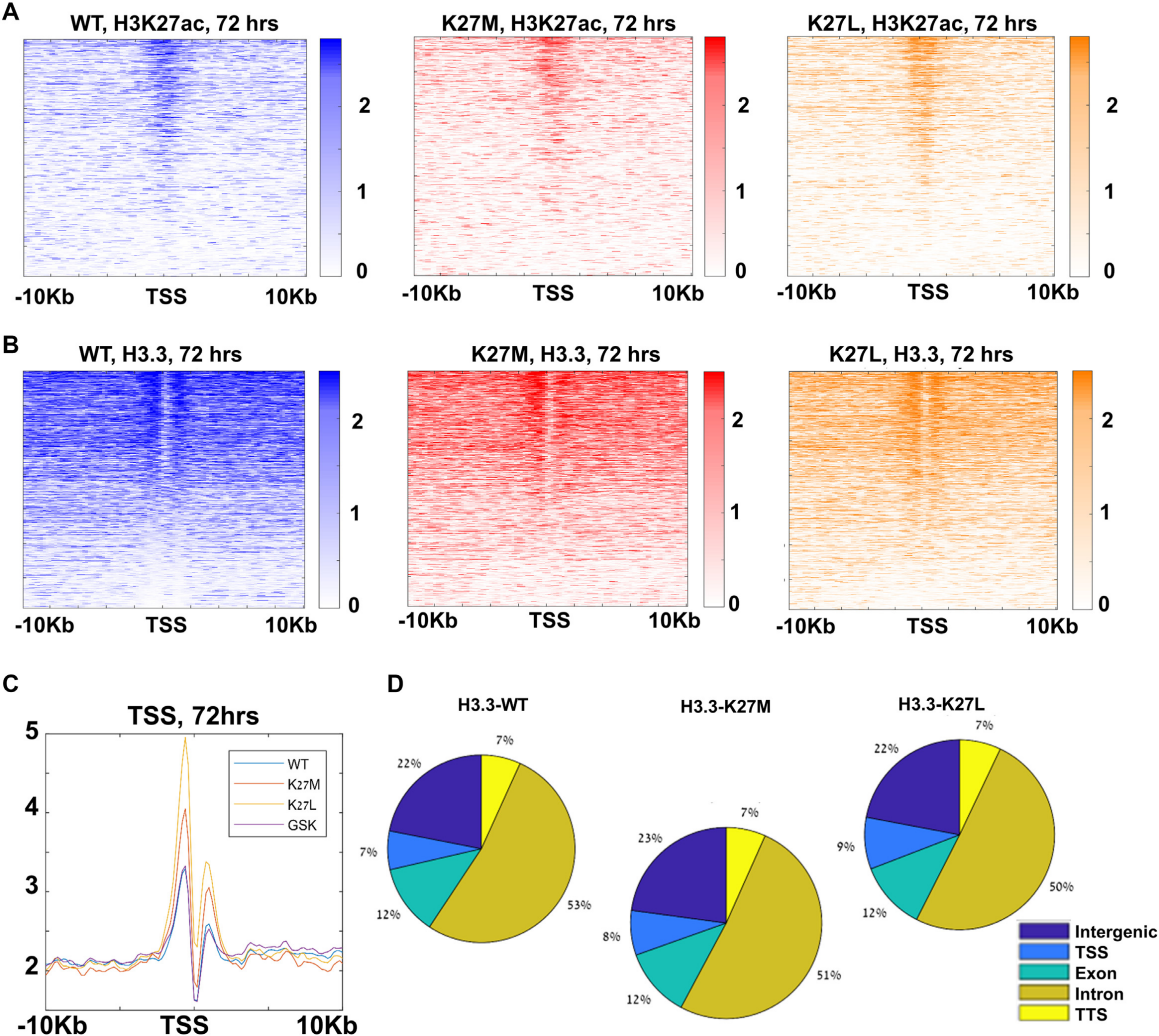
H3.3K27M/L mutations have little effect on H3.3 genome-wide distribution. (**A**) Heatmaps of H3K27ac around TSSs (±10 kb), at 72 h after Dox, in ESCs expressing WT H3.3 (blue), H3.3K27M (red) or H3.3K27L (orange). Genes are sorted by H3.3 binding in WT. (**B**) Heatmaps of H3.3-HA around TSSs (±10 kb), at 72 h after Dox, in ESCs expressing WT H3.3 (blue), H3.3K27M (red) or H3.3K27L (orange). Genes are sorted by H3.3 binding in WT. (**C**) H3.3 incorporation profile around TSSs 72 h after Dox. ESCs expressing H3.3K27M (red) or H3.3K27L (orange) show increased H3.3 binding in TSSs, not observed in ESCs treated with the PRC2 inhibitor GSK343 (purple), compared with ESCs expressing WT H3.3 (blue). (**D**) Genomic distribution of mapped reads of H3.3 72 h after Dox.

We then sought to analyze the genome-wide binding pattern of the induced H3.3 itself and its incorporation. To this end, we once again performed ChIP-seq using HA-specific antibodies 72 h following Dox addition. Heatmaps of H3.3-HA ChIP-seq around TSSs showed the expected binding patterns (Figure 1B), and the metagene profile of H3.3 was as previously observed (15), with a double-peak surrounding the TSS (Figure 1C). The global genomic distribution of the incorporated H3.3 revealed, as expected, enrichment around promoter regions and gene bodies (Figure 1D). While the overall global distribution of H3.3 in the two mutants resembled that of the WT cells, we observed slight but significant increased incorporation around promoters (Figure 1C, D, *P* << 10^−10^, *t*-test, Fisher exact test).

### Enhanced early incorporation of mutated H3.3 in TSS

We next wished to analyze H3.3 incorporation dynamics. We performed Time-Seq (15) for H3.3 using HA-specific antibodies, collecting samples 4, 8, 24 and 72 h after Dox addition (Figure 2A). Interestingly, H3.3 enrichment around TSSs was significantly increased in both H3.3K27M and H3.3K27L mutant cell lines, beginning at 4 h after Dox induction, and across all later time points (Figure 1C, Figure 2B-D, *P* << 10^−10^, *t*-test). Similar results for both mutant cell lines were observed around enhancers (Figure 2E–G, *P* < 10^−7^, *t*-test; Supplementary Figure S2A). Other regions, e.g. transcription termination sites (TTS), did not show this increase in H3.3 binding (Supplementary Figure S2B), indicating promoter/enhancer specificity.

**Figure 2.**
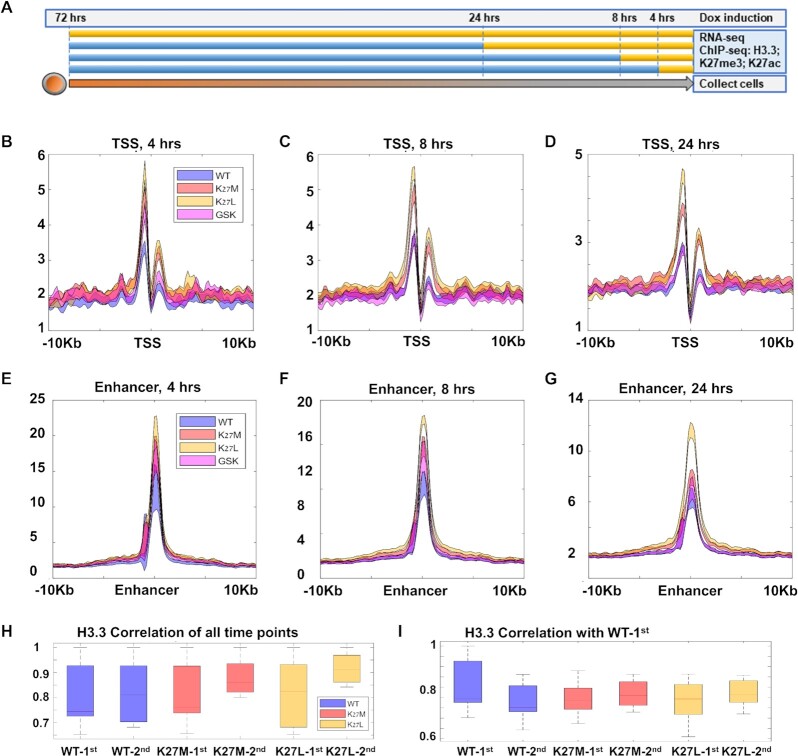
Increased incorporation of both H3.3K27M and H3.3K27L around TSSs and enhancers. (**A**) Experimental layout. Dox was added at the indicated time points. (**B–D**) H3.3 binding around TSSs, shaded within two standard errors at the indicated time points. ESCs expressing H3.3K27M (red) or H3.3K27L (orange) show increased H3.3 binding around TSSs, not observed in ESCs treated with the PRC2 inhibitor GSK343 (purple), compared with ESCs expressing WT H3.3 (blue). (**E–G**) H3.3 binding around enhancers, shaded within two standard errors at the indicated time points. ESCs expressing H3.3K27M (red) or H3.3K27L (orange) show increased H3.3 binding around enhancers, not observed in ESCs treated with the PRC2 inhibitor GSK343 (purple), compared with ESCs expressing WT H3.3 (blue). (**H**) Correlation of H3.3 binding across all time points (4, 8, 24 and 72 h after Dox) in two independent experiments. (**I**) Correlation of H3.3 binding (at 4, 8, 24 and 72 h after dox induction) with WT-1st (ESCs expressing WT-H3.3, first experiment).

Since this behavior was true for both mutants and occurs already in early time points after Dox induction, before the global effect on PRC2 is fully achieved (49), it suggests that the increased enrichment of H3.3 around the TSS in the cells expressing the mutant H3.3 variants is caused by the absence of a modifiable lysine in position 27 rather than by the dominant-negative effect of H3.3K27M on the PRC2 complex and a global reduction in H3K27me3. Supporting this idea, repeating the Time-Seq experiments in the presence of the PRC2 inhibitor GSK343 did not affect H3.3 incorporation dynamics in TSS (Figure 2B–D; Figure 1C, compare the WT in blue and the GSK343 in purple graphs), despite the observed global reduction in H3K27me3 and elevated H3K27ac levels (Supplementary Figure S1J), but has a small effect in enhancers (Figure 2E–G). We next tested whether the binding pattern of H3.3 changes over time. To this end, we calculated the correlation between the different time-points and found a very high correlation in two independent experiments which we performed several weeks apart (Figure 2H), suggesting that the TSS targets of the tagged H3.3 are stable over time.

So far, we observed increased enrichment of H3.3 in the two mutant-expressing lines around TSSs. To ask if this increase reflects new promoter regions or increased incorporation in existing promoter regions, we analyzed correlations between the different H3.3 ChIP-seq datasets around TSSs. WT-Mutant correlations were overall similar to WT-WT correlations between the two experiments (Figure 2I). Together, these data suggest that at least up to 72 h after Dox addition, both H3.3K27M and H3.3K27L mutants do not bind new targets, supporting previous observations for H3.3K27M (45), but rather show increased H3.3 binding around existing targets.

### H3.3 mutations strengthen the association between H3.3 binding around active promoters and gene expression

To examine the immediate effects of H3.3K27M and H3.3K27L on gene expression, we harvested the cells at different time points (Figure 2A) following Dox addition (4, 8, 24 and 72 h), and analyzed gene expression by RNA-sequencing (RNA-seq). 

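KH2 is a mouse ESC line with a Dox-inducible locus, from which H3.3K27M, H3.3K27L or WT-H3.3 was expressed with a SNAP and HA tag. Gene counts of 32 RNA-seq libraries of undifferentiated ESCs were analysed, with 8 libraries each from the H3.3K27M, H3.3K27L and WT-H3.3 lines and from WT-H3.3 cells treated with GSK343, an inhibitor of the methyltransferase of PRC2. Each of these 4 groups had 2 replicates at each of the 4 time points after Dox. The authors aligned the reads with STAR to mm9 and deposited the number of reads counted on each gene, without normalization. The methods name QuantSeq 3′ and KAPA library kits, and the paper's text does not say which library was made with which kit. The total count per library ran from 8245552 to 16083610 in WT-H3.3 cells (median 11799110). In H3.3K27M cells it ran from 6590661 to 11949871 (median 8541135). In H3.3K27L cells it ran from 68378 to 21161392 (median 7742683), and in GSK343-treated cells from 1247934 to 8724336 (median 7005237). The lowest total belongs to replicate 2 of the H3.3K27L cells at 72 h, and the other 7 H3.3K27L libraries held at least 6336754 counts. Differential expression was tested on these counts with edgeR's quasi-likelihood test after TMM normalization, in one model of the 32 libraries with a mean for each group and time point. Genes with low counts were left out with edgeR's filterByExpr and genes of chromosome 8 were left out as in the paper, which left 14012 genes. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change above 2 or below 0.5, the thresholds of the paper's methods. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic, and expression levels are CPM scaled by the TMM factors. In counts simulated from these libraries with a dispersion of 0.05, 62% of 200 genes changed 2.5-fold were called with the 2 libraries per group of 72 h. With the 4 libraries per group of 24 and 72 h it was 88.5%, and with 8 libraries per group 96.5%. Every simulated gene had the same dispersion, and the changed genes had a mean of at least 5 CPM. The simulated libraries varied independently, whereas real libraries of one replicate number could vary together. These shares may therefore overstate the recovery in the real counts. The filter on low counts, the libraries in the model and the treatment of the replicate number are the choices that could change the counts of genes given for these cells.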

Overall, we found very little changes in gene expression despite the global reduction in H3K27me3 after 72 h in the H3.3K27M expressing cells. 

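At 72 h after Dox, 0 genes were called between H3.3K27M and WT-H3.3 cells (n = 2 each), and 248 genes had an unadjusted p-value under 0.05. With the 24 and 72 h libraries taken together (n = 4 each), 0 genes were called and 593 had an unadjusted p-value under 0.05. Over all time points (n = 8 each), 2 genes were called among 1619 with an unadjusted p-value under 0.05. These were Ndufa4l2, which was higher in H3.3K27M cells at a log2 fold change of 1.16 (SE 0.19, adjusted p = 0.0324, edgeR's quasi-likelihood test), and Ptgs2, which fell by 1.62 on the log2 scale (SE 0.25, adjusted p = 0.0212 from the same test). Ptgs2 is outside the rule by which genes were chosen and was named after its values were seen. The count over all time points depended on single libraries, being 131 without replicate 1 of the H3.3K27M cells at 8 h and 82 without replicate 1 at 4 h. It was 0 when replicate 2 of the H3.3K27M cells was left out at any time point. It was also 0 without either WT-H3.3 library of 4 h or of 24 h, so neither named gene was called in these fits. At 24 and 72 h it stayed 0 with each library left out in turn. Leaving out a library leaves the replicate numbers uneven between the lines at its time point, which by itself can move the count. The filter on low counts was then looser too, with 14892 genes tested without replicate 1 of the H3.3K27M cells at 8 h. The alternative that moved these counts most was to test all 33276 genes with at least 1 count, which gave 10 genes at 72 h, 46 at 24 and 72 h and 152 over all time points. The WT-H3.3 and H3.3K27M libraries of the same replicate number varied together, and with the replicate number as a block in the model 2 genes were called at 24 and 72 h and 23 over all time points.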

Gene expression patterns were highly correlated (>0.9, Spearman Correlation) between the WT cells and the cells expressing the mutated H3.3 variants across all different time points following Dox addition (Figure 3A), and gene expression data of WT and H3.3K27M did not cluster separately (tSNE, Supplementary Figure S2C). 

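Spearman coefficients were computed across 12577 genes with a mean of at least 1 CPM, with chromosome 8 left out. Each library was compared with the WT-H3.3 libraries of the other replicate number, and the mean of these coefficients was taken as 1 value per library, since genes are not independent replicates. WT-H3.3 libraries had a coefficient of 0.978 ± 0.00644 (SD, n = 8), with a range of 0.970 to 0.987. H3.3K27M libraries had 0.972 ± 0.00966 (SD, n = 8), with a range of 0.959 to 0.983, and their difference from the WT-H3.3 libraries was within the spread between libraries (two-sided permutation test, p = 0.194). The mean of the 8 H3.3K27L libraries was 0.953 and depended on the library with 68378 counts (replicate 2 at 72 h), whose coefficient was 0.784. The other 7 H3.3K27L libraries lay between 0.973 and 0.981, with a mean of 0.977, and with all 8 libraries the difference from WT-H3.3 cells gave p = 0.448 in the two-sided permutation test. These values depend on the reference. At 4, 8 and 24 h the H3.3K27L libraries varied together with the WT-H3.3 libraries of the other replicate number, which may raise their coefficients. With the WT-H3.3 libraries of both replicate numbers at the other time points as the reference for every library, a setting chosen after seeing the data, the means were 0.980 for WT-H3.3, 0.975 for H3.3K27M (two-sided permutation test against WT-H3.3 libraries, p = 0.0611) and 0.948 for H3.3K27L (p = 0.000155 from the same test, the smallest it can give). The H3.3K27L mean was 0.971 without the library with 68378 counts, and all H3.3K27L libraries, 0.973 at most, then lay below the WT-H3.3 libraries, 0.975 at least. The alternative set before the data were examined that moved the coefficients most was to thin every library to the depth of the lowest one, which gave 0.780 for WT-H3.3 and 0.777 for H3.3K27M. The tSNE was not repeated, and the library nearest to each of the 32 libraries by Spearman coefficient was found instead. The nearest library belonged to the same line or treatment for 50% of the libraries (permutation test over 100000 label orders, p = 0.00434). It had the same replicate number for 84.4% of the libraries (p = 0.00042, same permutation test) and the same time point for 53.1% (p = 0.00182, same permutation test). With the mean of each replicate number removed, 46.9% of the libraries were nearest to one of the same line or treatment (permutation test, p = 0.0103). These shares cover all lines and treatments together. They do not show whether WT-H3.3 and H3.3K27M libraries lay apart, which is what the paper's statement on its tSNE concerns.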

Overall, these results suggest that gene expression patterns are mostly conserved between WT and mutated H3.3 lines, at least during the first days following the expression of the mutation.

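Between H3.3K27L and WT-H3.3 cells, 5 genes were called at 72 h (1 higher and 4 lower in H3.3K27L cells). With 24 and 72 h together 71 genes were called (10 higher and 61 lower), and over all time points 481 (88 higher and 393 lower). With at least 10 counts demanded in every library, which left 1513 genes, 0 genes were called in all of these comparisons and 54, 74 and 227 genes had an unadjusted p-value under 0.05. The count at 24 and 72 h was 22 without replicate 1 of the WT-H3.3 cells at 24 h, and the count over all time points was 119 without replicate 1 of the H3.3K27L cells at 72 h. Other settings moved the counts both ways. Over all time points the count was 390 with DESeq2, 404 with only the libraries compared in the model and 125 with a 4-fold threshold. With no filter on low counts the counts were 96, 310 and 750. With only the libraries compared in the model 309 genes were called at 72 h, and with the replicate number as a block 150 at 24 and 72 h. Without replicate 2 of the WT-H3.3 cells at 8 h the count over all time points was 657. Among the genes called over all time points whose libraries did not overlap between the lines, the higher one with the lowest adjusted p-value was Grb10 (chromosome 11 of NCBIM37, 11830511 to 11938686), at 98.1 ± 52.7 CPM in H3.3K27L and 12.3 ± 2.16 CPM in WT-H3.3 cells (SD, n = 8 each). Its log2 fold change was 3.08 (SE 0.28, adjusted p = 2.8e-07 from edgeR's quasi-likelihood test), and all 8 H3.3K27L libraries lay above the WT-H3.3 libraries. Gata2 (chromosome 6, 88143885 to 88157024) rose by a log2 fold change of 1.88 (SE 0.29), and Pnma2 (chromosome 14, 67530007 to 67538891) by 1.25 (SE 0.18). Pnma2 lies on a chromosome whose genes were higher as a set in the replicate 1 libraries of H3.3K27L. Klhl13 (chromosome X, 22796397 to 22942208) fell by 1.72 on the log2 scale at 24 and 72 h (SE 0.19). Eif2s3y (chromosome Y, 346986 to 365290) was at 1.61 ± 1.51 CPM in H3.3K27L and 61.7 ± 10.9 CPM in WT-H3.3 cells (SD, n = 8 each). The Y-linked genes Zfy1 (61650 to 133852) and Kdm5d (234231 to 280254) had at most 2 and 3 counts in each H3.3K27L library. ENSMUSG00000116295.1, which has no position in the annotation used here, was at 0.47 ± 0.287 CPM in H3.3K27L and 17.1 ± 7.22 CPM in WT-H3.3 cells (SD, n = 8 each). Of the 481 genes, 7 lie on chromosome Y, which is every Y-linked gene tested. The difference between H3.3K27L and WT-H3.3 cells at 24 and 72 h was also tested against that at 4 and 8 h. That test called 0 genes, with 177 at an unadjusted p-value under 0.05. Every library was treated with Dox, so a difference between the lines from before Dox cannot be told apart from an effect of H3.3K27L. From the correlation between lines and the tSNE, the paper proposes that gene expression patterns are mostly conserved between WT and mutated H3.3 lines in the days after the mutation is expressed.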

**Figure 3.**
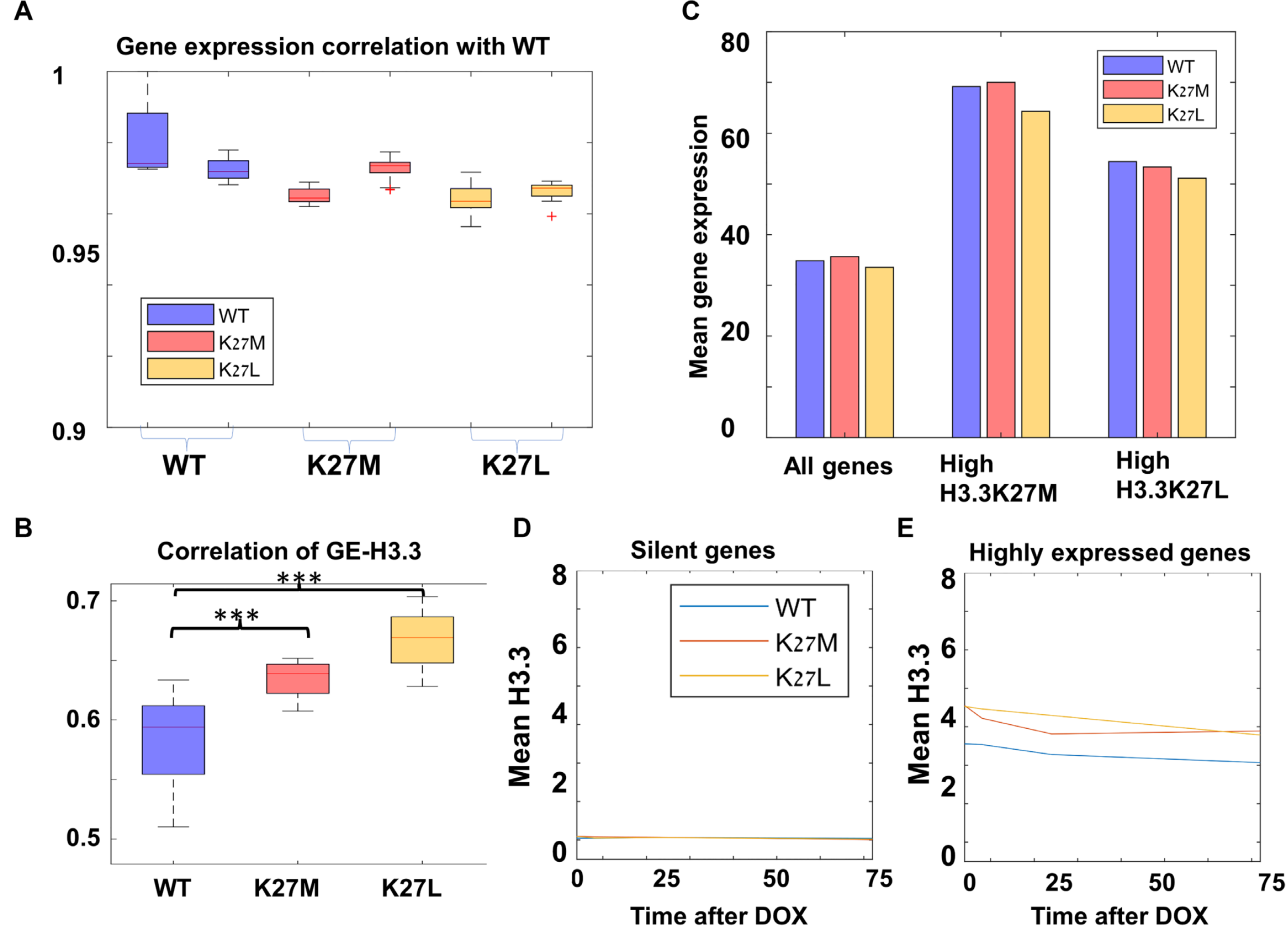
H3.3K27M/L mutations lead to increased correlation between H3.3 binding and gene expression. (**A**) Gene expression correlations between the different lines and WT. (**B**) Correlation between H3.3 incorporation and gene expression. (**C**) Mean gene expression of all genes (left bars), genes enriched with H3.3K27M (middle) or H3.3K27L (right), in ESCs expressing WT-H3.3 (blue), H3.3K27M (red) and H3.3K27L (orange). (**D**, **E**). Mean incorporation of WT-H3.3 (blue), H3.3K27M (red) and H3.3K27L (orange) across the different time-points around silent genes (D) and highly expressed genes (E).

Despite these global similarities, several specific genes showed reproducible upregulation after 24 and 72 h of H3.3K27M expression. These include *Vegfa*, which encodes a growth factor responsible for proliferation and migration of vascular endothelial cells (51); *Ddit4*, which encodes a protein regulating cell proliferation and survival, inhibition of neuronal differentiation and neurite outgrowth, and might generate resistance to cancer therapy (52,53); *Grin1*, which encodes a critical subunit (zeta) of the NMDA receptor, and *Bhlhe40*, which encodes a transcriptional repressor regulating the activity of clock related genes that might play a role in cancer (54) (Supplementary Figure S3A). 

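At 24 and 72 h together, 9 of the genes labelled in Supplementary Figure S3A could be tested, and each had a higher mean in H3.3K27M than in WT-H3.3 cells (n = 4 libraries each). A2m (chromosome 6 of NCBIM37, 121586191 to 121629255) was at 48.8 ± 13.2 CPM in H3.3K27M and 22.4 ± 7.13 CPM in WT-H3.3 cells (SD), and 3 of the 4 H3.3K27M libraries lay above every WT-H3.3 library. Its log2 fold change was 1.13 (SE 0.24), and its adjusted p-value was 0.327 in edgeR's quasi-likelihood test and 0.0226 with the replicate number as a block. Ndufa4l2 (chromosome 10, 126951995 to 126954208) was at 9.65 ± 2.76 CPM in H3.3K27M and 3.65 ± 0.593 CPM in WT-H3.3 cells, a log2 fold change of 1.41 (SE 0.28, adjusted p = 0.255). Ier3 (chromosome 17, 35958629 to 35959868) had a log2 fold change of 1.09, Egln3 (chromosome 12, 55279968 to 55304847) of 1.02 and Pgm1 (chromosome 5, 64484175 to 64519594) of 0.36, each with an adjusted p-value of 0.992. All 4 H3.3K27M libraries lay above the 4 WT-H3.3 libraries for these 4 genes. Ppp1r3b lies on chromosome 8 (36438795 to 36451178) and was left out of the test with the other genes of that chromosome.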

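Vegfa (ENSMUSG00000023951.17) lies on chromosome 17 of NCBIM37 (mm9), from 46153942 to 46169326 on the reverse strand. With 24 and 72 h taken together it was at 51.3 ± 14.3 CPM in H3.3K27M and 22.2 ± 5.14 CPM in WT-H3.3 cells (SD, n = 4 each), a log2 fold change of 1.22 (SE 0.33, adjusted p = 0.973 from edgeR's quasi-likelihood test). Ddit4 (ENSMUSG00000020108.4, chromosome 10, 59412423 to 59414518, reverse strand) was at 120 ± 59.9 CPM against 39.8 ± 6.46 CPM, a log2 fold change of 1.56 (SE 0.34, adjusted p = 0.327). Grin1 (ENSMUSG00000026959.13, chromosome 2, 25146701 to 25174707, reverse strand) was at 5.91 ± 1.70 CPM against 2.11 ± 0.693 CPM, a log2 fold change of 1.49 (SE 0.44, adjusted p = 0.992). Bhlhe40 (ENSMUSG00000030103.11, chromosome 6, 108610623 to 108616919, forward strand) was at 60.9 ± 26.0 CPM against 25.3 ± 7.38 CPM, a log2 fold change of 1.30 (SE 0.32, adjusted p = 0.763). The WT-H3.3 library of replicate 1 at 24 h was low for Bhlhe40 at 15.2 CPM, with the other WT-H3.3 libraries at 24.6 to 31.9 CPM. For each of the 4 genes, the H3.3K27M libraries lay above all 4 WT-H3.3 libraries of these time points. None of the 4 passed the adjusted threshold over the 14012 genes tested. With no filter on low counts all 4 passed it, at adjusted p-values of 5.4e-05 for Vegfa, 5.4e-11 for Ddit4, 0.0127 for Grin1 and 2.0e-06 for Bhlhe40 in the same test.

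**Figure D1:**
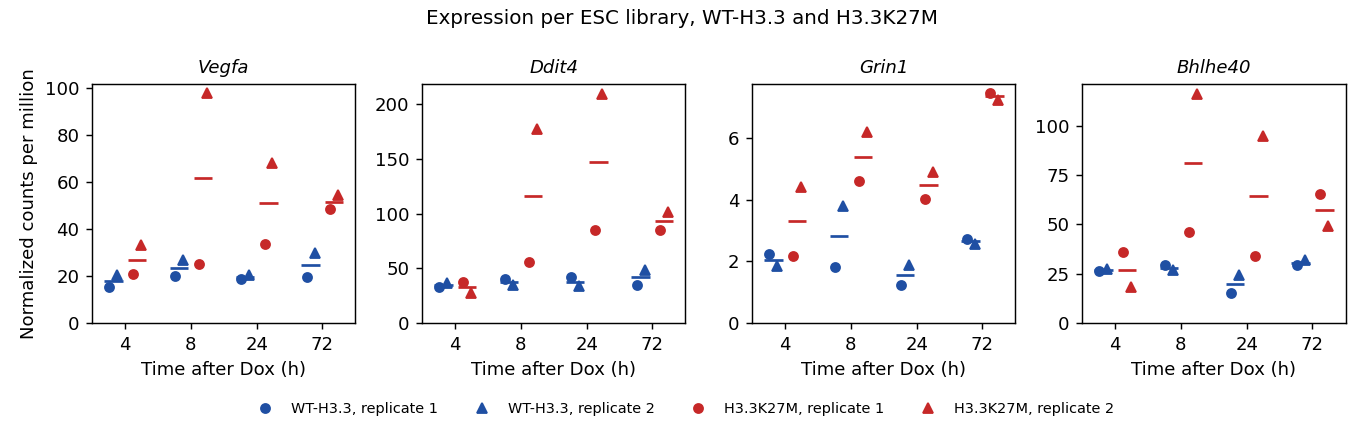
Normalized CPM (linear axes) of Vegfa, Ddit4, Grin1 and Bhlhe40 in ESC libraries expressing WT-H3.3 (blue) or H3.3K27M (red) at 4, 8, 24 and 72 h after Dox. Circles are replicate 1, triangles replicate 2 and horizontal lines the mean of the 2 replicates, and at 24 and 72 h each H3.3K27M point lies above the WT-H3.3 points of its time.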

Comparing our results with available RNA-seq datasets from human NPCs derived from brainstem of 19-weeks-old embryos expressing exogenous v5-H3.3K27M (45), we found elevation of some of those genes (*A2m*, *Bhlhe40* and *Ier3*) in the H3.3K27M-expressing lines (Supplementary Figure S3B).

As expected, since H3.3 is preferentially enriched around active genes, H3.3 binding correlated with expression. Interestingly, ESCs expressing H3.3K27M or H3.3K27L showed a significantly higher correlation of H3.3 incorporation with gene expression than cells expressing WT H3.3 (Figure 3B, *P* < 0.00005, *t*-test). In addition, both mutants displayed stronger correlations (negative or positive, respectively) between gene expression and H3K27me3 or H3K27ac (Supplementary Figure S3C-D, *P* < 0.02, *t*-test). Since this was true for both mutants, it cannot be explained by the dominant-negative effects on PRC2.

Next, we closely inspected the association between gene expression and H3.3 incorporation around gene promoters. We found that genes with higher levels of mutated H3.3 are highly expressed in all lines (Figure 3C), suggesting again that mutated H3.3 does not bind new targets, but instead binds active genes more efficiently, or is evicted more slowly. We then analyzed separately H3.3 binding around genes according to expression level. As expected, H3.3 binding was low in the lowly-expressed genes and high in the highly-expressed genes across all cell lines. However, in the highly-expressed genes, H3.3 binding was higher in cells expressing the mutant H3.3 variants (Figure 3D, E). This suggests that increased incorporation of mutant H3.3 occurs preferentially in highly-expressed genes, as can also be observed in differentially expressed genes (Supplementary Figure S3E–H).

### H3.3K27 mutations disrupt gene expression patterns during differentiation

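RA drives ESCs out of the undifferentiated state. Gene counts of 6 RNA-seq libraries of RA-treated cells were analysed, with 1 library at 24 h and 1 at 72 h after Dox for each of the H3.3K27M, H3.3K27L and WT-H3.3 lines. The reads were aligned and counted by the authors as for the undifferentiated cells. The methods state that the 24 and 72 h time points of RA-treated cells were pooled because they were similar, and here the libraries of both times were taken as the 2 replicates of a line. At 24 h the WT-H3.3 library held 5050115 counts, the H3.3K27M library 22269533 and the H3.3K27L library 7464040. At 72 h they held 2239137, 3105371 and 3268238 counts. The model had a mean for each line and covered 12233 genes after the same filters. In the WT-H3.3 line, the median absolute log2 difference between the 24 and 72 h libraries was 0.918 over these genes. The median absolute log2 difference between H3.3K27M and WT-H3.3 at the same Dox time was 0.210 at 24 h and 0.267 at 72 h, and for H3.3K27L it was 0.288 and 0.378. The dispersion of the model was 0.457 with the times pooled and 0.0177 with Dox time as a block, so values with the block are given where they change a call or a count. In simulated counts with a dispersion of 0.05, 59% of 200 genes changed 2.5-fold were called with 2 libraries per line. The pooled model had a dispersion of 0.457, so this share does not describe the recovery of that model. Pooling the time points is the choice that could change these numbers most.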

We next asked if the induction of H3.3K27M/L may affect gene expression during differentiation. To this end, we differentiated our ESCs using retinoic acid (RA, 1 μM, 4 days). We added Dox 24 h after the onset of differentiation, and after 72 h (completing 96 h of differentiation) performed RNA-seq (Figure 4A). 

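Each mutant library was compared with both WT-H3.3 libraries of RA-treated cells across 13178 genes, and the mean of the 2 coefficients was taken as its value. H3.3K27M libraries had a Spearman coefficient of 0.898 ± 0.00198 and H3.3K27L libraries of 0.887 ± 0.00574 with the WT-H3.3 libraries (SD, n = 2 libraries each). The coefficient between the 24 and 72 h WT-H3.3 libraries was 0.803. Between libraries of the same Dox time the mean coefficient was 0.984 for H3.3K27M and 0.968 for H3.3K27L, and between libraries of different Dox times it was 0.813 and 0.807. Of the alternatives set before the data were examined, a minimum mean of 10 CPM moved the values over both Dox times most, to 0.815 for H3.3K27M and 0.794 for H3.3K27L. In edgeR's quasi-likelihood test 0 genes were called between H3.3K27M and WT-H3.3, with 14 genes at an unadjusted p-value under 0.05. Between H3.3K27L and WT-H3.3 there were 0 calls and 185 genes at an unadjusted p-value under 0.05, and between the mutant lines 0 calls and 287 such genes. With Dox time as a block, the same test called 2 genes for H3.3K27M against WT-H3.3, 445 for H3.3K27L against WT-H3.3 and 822 between the mutant lines.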

Within the differentiated populations, we saw no major global differences in gene expression between the WT and the mutant cells (Spearman's correlation ∼0.96). In contrast, the correlation between undifferentiated and RA-induced cells was significantly higher in both the H3.3K27 mutants compared with WT cells (Figure 4B, *P* < 0.001, *t*-test). This may suggest that both H3.3K27 mutant lines remain closer to the undifferentiated state and fail to fully repress previously active genes and/or induce the necessary gene expression programs required for early RA-induced differentiation. 

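The mean Spearman coefficient of each RA library with the 8 ESC libraries of its own line was computed across 13106 genes. It averaged 0.744 for WT-H3.3 (0.792 at 24 h and 0.696 at 72 h after Dox), 0.756 for H3.3K27M (0.801 and 0.711) and 0.749 for H3.3K27L (0.798 and 0.701). The spread between the 2 Dox times was larger than the difference between lines. Taking the RA libraries as the units, the differences of 0.0121 for H3.3K27M and 0.00519 for H3.3K27L from WT-H3.3 both gave p = 0.667 in a two-sided exact permutation test, in which 2 libraries against 2 cannot give a p-value below 0.33 and which does not take account of the Dox time, so it does not decide between a difference and none. The sign of both differences changed when single libraries were left out, which sets unlike Dox times against each other. Without the WT-H3.3 library of 72 h the H3.3K27M difference was -0.0360, and without that of 24 h it was 0.0602. Without the H3.3K27L library of 24 h the H3.3K27L difference was -0.0434, and without that of 72 h it was 0.0538.

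**Figure D2:**
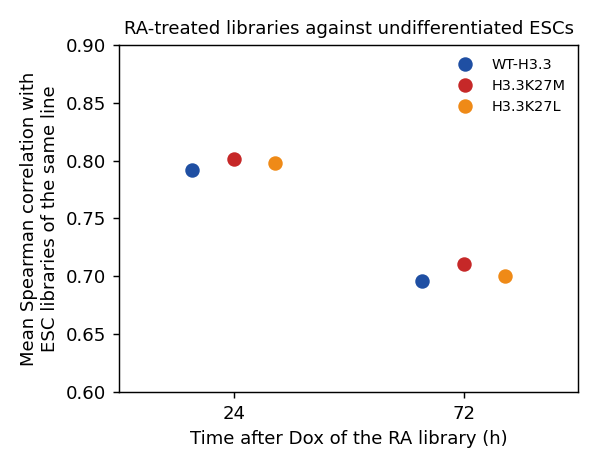
Mean Spearman coefficient (linear axis from 0.6 to 0.9) of each RA-treated library with the ESC libraries of its own line, by Dox time, for WT-H3.3 (blue), H3.3K27M (red) and H3.3K27L (orange). Each point is 1 library, and the 24 h points lie above 0.79 and the 72 h points below 0.72.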

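Within a Dox time, each mutant RA library had a higher coefficient with its own ESC libraries than the WT-H3.3 library had. The H3.3K27M library was higher by 0.00918 at 24 h and by 0.0150 at 72 h, and the H3.3K27L library by 0.00564 and 0.00474. There was 1 library per line and Dox time, so these differences have no replicate check. For H3.3K27L the mean difference fell below 0, to -0.00861, when all genes were kept, and to -0.0470 against the 72 h ESC libraries only, where 1 of the 2 H3.3K27L reference libraries is the one with 68378 counts. With TPM the mean coefficient was 0.7240 for H3.3K27L against 0.7233 for WT-H3.3. The H3.3K27L difference stayed above 0 with the WT-H3.3 ESC libraries as the reference for every line (0.0140) and with all libraries thinned to one depth (0.0145). For H3.3K27M it was 0.00919 and 0.0189 under these 2 settings, and it shrank to 0.00259 when all genes were kept and to 0.00381 against the 72 h ESC libraries only.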

To further test the validity and relevance of these findings to DMG, we differentiated the WT and the H3.3K27M ESC clones into oligodendrocyte progenitor cells (OPCs), which are considered to be the cell of origin of DMG (55,56). 

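OPCs are the precursors of the myelin-forming cells of the brain. Gene counts of 4 RNA-seq libraries of ESC-derived OPCs were analysed, with 1 library at 24 h and 1 at 72 h after Dox for the WT-H3.3 and H3.3K27M lines, taken here as the 2 replicates of a line. The authors made these counts as they did for the other cells. The WT-H3.3 libraries held 12387113 counts at 24 h and 10496758 at 72 h, and the H3.3K27M libraries 7499258 and 8303218. The model covered 12467 genes and had a dispersion of 0.0144. The labels disagree on whether the 24 and 72 h libraries of a line share a replicate number, so they may come from a single differentiation. If so, the dispersion leaves out the spread between differentiations, and the calls may reflect a difference between cultures. In simulated counts, 63.5% of 200 genes changed 2.5-fold were called at this number of libraries. There were 3482 calls between the lines, of which 1608 were higher and 1874 lower in H3.3K27M OPCs. At least 10 counts in every library gave 2309 calls, an adjusted p-value under 0.05 with no fold threshold gave 6423 and a 1.5-fold threshold gave 5320, and the choice of threshold moved the count most. Among the called genes whose libraries did not overlap between the lines, the higher one with the lowest adjusted p-value was Tle6 (chromosome 10 of NCBIM37, 81053649 to 81063818), at 294 ± 9.47 CPM in H3.3K27M and 14.2 ± 3.11 CPM in WT-H3.3 OPCs (SD, n = 2 each). Sox3 (chromosome X, 58144545 to 58146605) had a log2 fold change of 2.99 (SE 0.13) and Lmo3 (chromosome 6, 138311439 to 138530489) of 3.56 (SE 0.18). Ccl2 (chromosome 11, 81849073 to 81850955) had a log2 fold change of -7.21 (SE 0.21), Vgf (chromosome 5, 137506165 to 137509221) of -6.79 (SE 0.22) and Fn1 (chromosome 1, 71632094 to 71699774) of -5.23 (SE 0.17). Ccl2 is also in the fibroblast marker list, which was lower as a whole in the H3.3K27M OPCs. Of the H3.3 genes, H3f3a (chromosome 1, 182730963 to 182744074) was at 68.3 ± 2.04 CPM in H3.3K27M and 25.9 ± 1.62 CPM in WT-H3.3 OPCs, and H3f3b (chromosome 11, 115883226 to 115889276) had a log2 fold change of -0.21 (SE 0.16).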

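Across 13184 genes, each OPC library was compared with the 8 ESC libraries of its own line. The mean coefficient was 0.583 for WT-H3.3 (0.579 at 24 h and 0.587 at 72 h after Dox) and 0.60 for H3.3K27M (0.602 and 0.599). Both H3.3K27M libraries lay above both WT-H3.3 libraries. The difference of 0.0170 gave p = 0.33 in a two-sided exact permutation test of the libraries, the smallest p-value that 2 against 2 allow. It was 0.0225 within 24 h and 0.0115 within 72 h. It fell below 0, to -0.00733, when genes under the CPM minimum were kept.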

Again, we found that in OPCs, the cells expressing H3.3K27M showed a higher gene expression correlation with undifferentiated ESCs than the WT OPCs (Figure 4C, *P* < 0.05, *t*-test).

**Figure 4.**
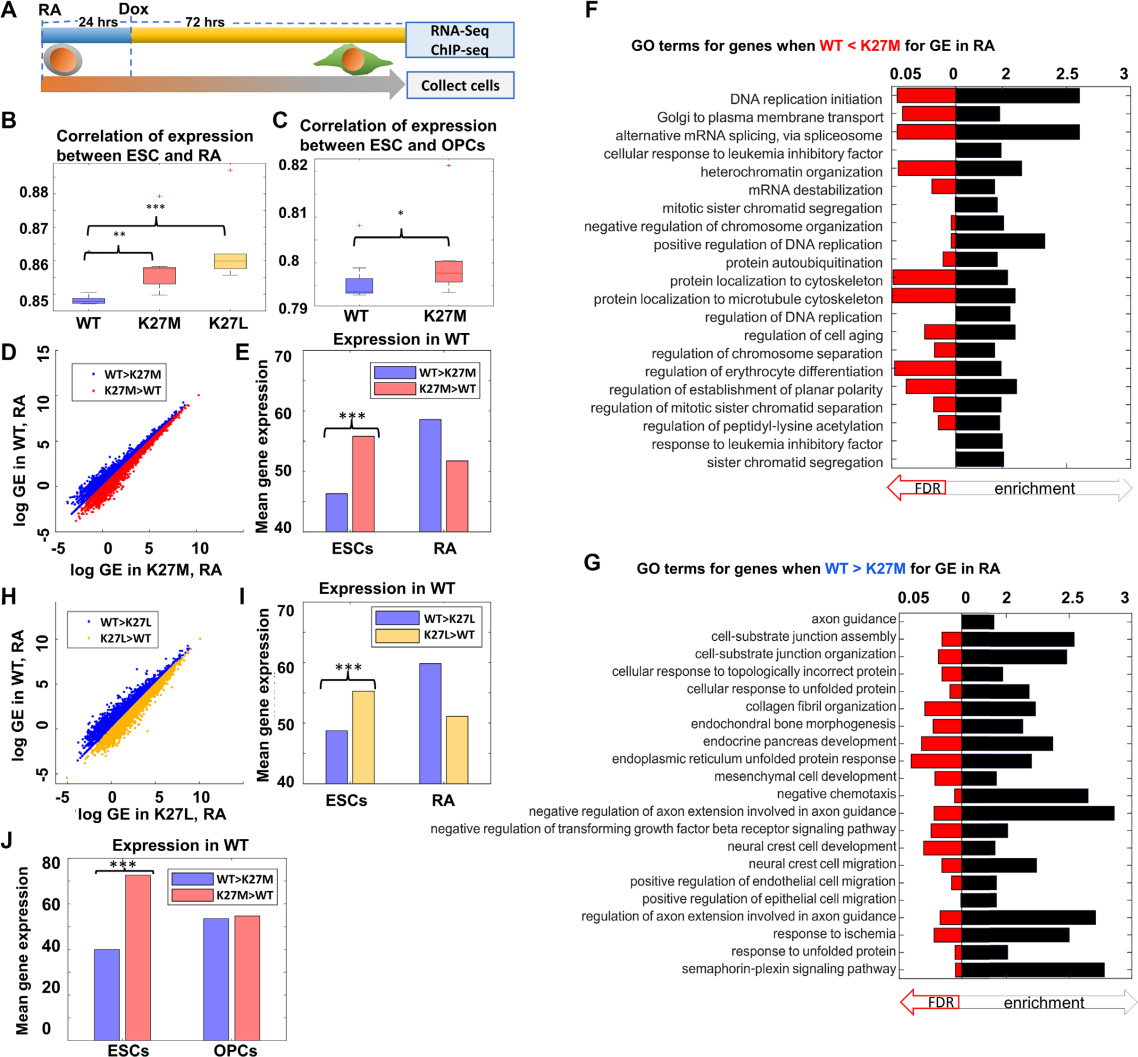
Expression of H3.3K27/L in differentiated ESCs support the retention of ESC-expressed genes. (**A**) Experimental layout. (**B**) Correlation of gene expression between ESCs and RA treated cells. ESCs expressing both H3.3K27M (red) and H3.3K27L (orange) mutants exhibit higher correlation with the undifferentiated state compared with ESCs expressing WT-H3.3 (blue) (**P < 10^−3^; ***P < 10^−4^). (**C**) Same as B in ESC-derived OPCs (*P < 0.05). (**D**) Log gene expression values in RA-induced ESCs, comparing ESCs expressing WT-H3.3 (Y-axis) with ESCs-expressing H3.3K27M (X-axis). Blue and red denote genes higher in RA treated ESCs expressing H3.3-WT and RA treated ESCs expressing H3.3K27M, respectively. (**E**) Quantification of gene expression differences in ESCs in 2i condition, of gene groups defined by activity in RA (D) (***P < 10^−50^). (**F**) Most enriched GO terms for genes higher in ESCs expressing H3.3K27M versus ESCs expressing WT-H3.3, in RA-induced ESCs. (**G**) Same as (F) for genes higher in ESCs expressing WT-H3.3 versus ESCs expressing H3.3K27M, in RA-induced ESCs. (**H, I**) Same as (D, E) for ESCs expressing H3.3K27L (I: ***P < 10^−50^). (**J**) Same as (E) in ESCs and OPCs (***P < 10^−5^).

To test this more directly and to examine the gene expression signature associated with the increased correlation observed in the mutant cells, we analyzed genes in the differentiated cells, that were highly expressed in the H3.3K27M mutants compared to WT (Figure 4D) and vice versa. 

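The text does not name the fold change behind the RA gene groups, and a difference of more than 1.5-fold in mean CPM was used here. The paper gives this cutoff only for a repeat of its OPC analysis, and its methods give a fold change above 2 or below 0.5 for differentially expressed genes, so the groups may not be those of the paper. Among genes with a mean of at least 1 CPM in either line, 961 were higher in the H3.3K27M RA libraries and 1017 in the WT-H3.3 RA libraries. The difference between H3.3K27M and WT-H3.3 had the same sign at 24 and 72 h after Dox for 50.2% of the 12233 genes tested. Across these genes, which are not independent replicates, the Pearson coefficient between the 24 h and 72 h differences was 0.025. For H3.3K27L the same sign was seen for 60.6% of the genes, with a coefficient of 0.438.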

We found that genes which had higher expression in the mutant differentiated cells are, as a group, highly expressed in ESCs even in WT cells (Figure 4E, *P* << 10^−10^, *U*-test), as well as, as expected, in the mutants (Supplementary Figure S4A). 

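In WT-H3.3 ESCs, the median log2 expression of the H3.3K27M-higher group exceeded that of the WT-higher group by 0.02, on values of log2(mean CPM + 0.5) over 8 ESC libraries. The median expression of the groups was 1.10 and 1.08 CPM, and the mean expression 15.9 and 23.8 CPM. Among 10000 random pairs of gene groups of the same sizes, matched on mean expression in the RA libraries of both lines, the observed difference was at percentile 99.9. The percentile ranks the difference of 0.02 among the matched pairs and does not measure its size, and the means lay in the opposite direction. In H3.3K27M ESCs the difference was 0.06, also at percentile 99.9. These percentiles describe the libraries at hand, since genes are not independent replicates. The difference depended on single RA libraries that set the groups. In WT-H3.3 ESCs it was -1.61 without the H3.3K27M library of 24 h and 3.08 without the WT-H3.3 library of 24 h, and in H3.3K27M ESCs -1.71 and 3.17. Among the other alternatives, a minimum mean of 5 CPM moved it most, to 0.75 in WT-H3.3 ESCs. Groups of any difference with no fold threshold gave 0.52, with mean expression of 75.9 and 58.6 CPM, and a 2-fold threshold gave -0.02.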

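The Panther annotation was not used here, and hand-written gene lists were tested in its place with limma's camera, on the RA libraries of H3.3K27M against WT-H3.3. For the DNA replication list (50 genes tested) the median log2 fold change was 0.09, with 34 genes higher and 16 lower (adjusted p = 0.0567 over 5 lists, camera). For the mitosis list (58 genes) it was 0.01, with 31 genes higher and 27 lower (adjusted p = 0.641). For the axon guidance list (64 genes) it was -0.11, with 25 higher and 39 lower (adjusted p = 0.322), and for the neural differentiation list (32 genes) 0.14, with 22 higher and 10 lower (adjusted p = 0.0369). The call for neural differentiation did not hold in limma's fry (adjusted p = 0.708) or with an estimated correlation between genes (adjusted p = 0.388). No gene of these lists passed an adjusted p-value of 0.05 in edgeR's test, either over all genes tested or adjusted over the list alone, and 1 had an unadjusted p-value under 0.05. With Dox time as a block, the DNA replication list passed (adjusted p = 0.0467, camera) at the same median. Single RA libraries moved the medians and changed their direction. Without the H3.3K27M library of 72 h the DNA replication median was -0.04, without the WT-H3.3 library of 72 h the mitosis median was -0.10, and without the WT-H3.3 library of 24 h the axon guidance median was 0.17 and the neural differentiation median -0.12.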

Gene Ontology (GO) revealed that the group of genes, which are higher in the H3.3K27M expressing cells, are related to DNA replication and repair, and other mitotic related processes (Figure 4F), while genes which were higher in the WT cells are related to neural differentiation (Figure 4G). This effect was observed in both H3.3K27M and H3.3K27L mutants (Figure 4H-I, *P* << 10^−10^; Supplementary Figure S4B-D), suggesting that it is a result of loss-of-function (the absence of lysine) rather than a gain-of-function (inhibition of PRC2) effect. 

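For H3.3K27L, 1578 genes were more than 1.5-fold higher in the mutant and 2225 in the WT-H3.3 RA libraries. In WT-H3.3 ESCs, the median log2 expression of the H3.3K27L-higher group exceeded that of the WT-higher group by 1.19, at percentile 99.9 of the matched random pairs. The median expression of the groups was 4.57 and 1.73 CPM, and their mean expression 37.1 and 21.3 CPM. In H3.3K27L ESCs the difference was 1.53, at percentile 100. Without the H3.3K27L library of 24 h the differences were -0.53 and -0.60, and without the WT-H3.3 library of 24 h they were 2.92 and 3.23. A 2-fold threshold lowered them to 0.20 and 0.57. From the same effect in both mutants, the paper proposes that it results from the loss of the lysine and not from the inhibition of PRC2.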

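Of the 1043 genes more than 1.5-fold higher in H3.3K27M than in WT-H3.3 RA libraries at a mean of at least 1 CPM in any of the 3 lines, 452 (43.3%) were also more than 1.5-fold higher in H3.3K27L, against 11.7% of all genes. Of 1064 genes more than 1.5-fold lower in H3.3K27M, 508 (47.7%) were also lower in H3.3K27L, against 16.5% of all genes. Both comparisons use the same WT-H3.3 libraries, which by itself raises these shares. In 200 simulations in which the 3 lines had the same expected expression at each Dox time, the share averaged 51.8% (46.2% to 57.5%) for higher genes and 42.5% (36.5% to 46.9%) for lower genes. The observed share was below the simulated range for higher genes and above it for lower genes. When 1 WT-H3.3 library was used for H3.3K27M and the other for H3.3K27L, which also sets unlike Dox times against each other, the shares were 9.50% and 6.48% for higher genes and 5.83% and 12.3% for lower genes. With groups of any difference and no fold threshold they were 56.2% and 63.1%.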

Many of the genes which were expressed at higher levels in the H3.3K27M-expressing differentiated cells compared with WT were also higher in the H3.3K27L-expressing cells, and vice versa (>50% of genes), suggesting a shared, PRC2-independent, mechanism between the two mutations. These genes included many of the *bona fide* pluripotency-related genes including *Sox2*, which was observed in cancer cells derived from patients (36,49) and *Nanog* (Supplementary Figure S4E-J).

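Sox2 (ENSMUSG00000074637.7) lies on chromosome 3 of NCBIM37, from 34548927 to 34551383 on the forward strand. In RA-treated cells it was at 31.6 ± 1.09 CPM in H3.3K27M, 24.7 ± 2.4 CPM in H3.3K27L and 11.6 ± 2.24 CPM in WT-H3.3 (SD, n = 2 each). The log2 fold change was 1.45 (SE 0.38) for H3.3K27M and 1.10 (SE 0.38) for H3.3K27L, and both libraries of each mutant lay above both WT-H3.3 libraries. The adjusted p-value was 1.0 for both mutants in edgeR's quasi-likelihood test, and with Dox time as a block it was 0.0659 for H3.3K27M and 0.0188 for H3.3K27L. Nanog (ENSMUSG00000012396.12, chromosome 6, 122657507 to 122664651, forward strand) had too few counts in RA-treated cells for the test, with 4 to 27 counts per library. It was at 1.88 ± 0.973 CPM in H3.3K27M, 2.4 ± 1.35 CPM in H3.3K27L and 1.64 ± 0.658 CPM in WT-H3.3 (SD, n = 2 each), and these values overlapped. A list of 36 tested pluripotency genes without Sox2 and Nanog had a median log2 fold change of -0.12 for H3.3K27M (13 higher and 23 lower, adjusted p = 0.322, camera) and of 0.21 for H3.3K27L (20 higher and 16 lower, adjusted p = 0.0942). None of its genes passed an adjusted p-value of 0.05 over all genes or adjusted over the list alone, with 0 and 5 genes at an unadjusted p-value under 0.05. With Dox time as a block both lists passed in camera, at a median of -0.11 for H3.3K27M (adjusted p = 0.0467) and of 0.09 for H3.3K27L (adjusted p = 0.0370). The median was 0.07 for H3.3K27M without its library of 24 h and -0.06 for H3.3K27L without its library of 72 h.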

Similar analysis in OPCs further confirmed these findings. 

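Genes more than 1.5-fold different between the OPC lines in mean CPM were grouped, as for RA-treated cells, with 3111 higher in H3.3K27M and 3266 higher in WT-H3.3 OPCs. In H3.3K27M ESCs, the mean expression of these groups was 65.0 and 35.9 CPM, a ratio of 1.82. The difference of their medians on the log2 scale was 0.29, at percentile 97.4 of 10000 pairs of random groups matched on mean expression in the OPC libraries of both lines. Without the WT-H3.3 library of 24 h it was 0.42, and without the H3.3K27M library of 72 h it was 0.14. The direction of the medians changed with the threshold, with a difference of -0.09 for groups of at least 2-fold and of -0.02 for groups of any difference. The ratio of mean expression stayed above 1, at 2.06 for groups of at least 2-fold and at 1.64 to 1.86 with each OPC library left out in turn.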

We found that genes which were more active in the H3.3K27M OPCs than WT cells, were already expressed at higher levels in undifferentiated ESCs expressing the mutant H3.3 (Figure 4J, *P* < 10^−5^, *U*-test). Here again we find that those genes which were more active in H3.3K27M OPCs compared to WT OPCs are related to DNA replication (Supplementary Figure S4K), strengthening the idea that incorporation of mutant H3.3 favors a stem cell-like state also in OPCs. 

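For the DNA replication list, 49 genes could be tested in OPCs, and their median log2 fold change between H3.3K27M and WT-H3.3 was 1.32. Of these genes 47 were higher and 2 lower in H3.3K27M OPCs, and 42 passed an adjusted p-value of 0.05 in edgeR's test, both over all genes and adjusted over the list alone. The list had an adjusted p of 4.4e-14 in camera and 0.0112 in fry, and of 0.195 with an estimated correlation between genes. The mitosis list had a median of 1.56, with 57 of 58 genes higher (adjusted p = 8.7e-22 in camera, 0.0136 in fry and 0.347 with an estimated correlation). The neural differentiation list also had a median above 0, at 0.65, with 23 genes higher and 14 lower (adjusted p = 0.0286 in camera, 0.0406 in fry and 0.406 with an estimated correlation). The axon guidance list had a median of -0.17 (adjusted p = 0.661, camera) and the pluripotency list of -0.37 (adjusted p = 0.661, camera), which was -0.11 without the WT-H3.3 library of 72 h. Adjusted over the list alone, 56 mitosis, 33 neural differentiation, 42 axon guidance and 22 pluripotency genes passed, against 54, 31, 40 and 22 adjusted over all genes. From the relation of the genes that were more active in H3.3K27M OPCs to DNA replication, the paper proposes that mutant H3.3 favours a stem cell-like state in OPCs as well.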

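In WT-H3.3 ESCs, the groups of genes more than 1.5-fold different between the OPC lines had mean expression of 63.8 CPM for H3.3K27M-higher and 35.5 CPM for WT-higher genes, and median expression of 9.35 and 7.46 CPM. The difference of the medians on the log2 scale was 0.31, at percentile 98.8 of the matched random pairs. It ranged from 0.10 without the H3.3K27M library of 72 h to 0.43 without the WT-H3.3 library of 24 h. At 2-fold it was -0.05. The ratio of mean expression was 1.80, and it stayed above 1 at 2-fold (2.00), with groups of any difference (1.32) and with each OPC library left out in turn (1.62 to 1.84).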

Repeating the same analysis with a cutoff of 1.5 yielded similar results (Supplementary Figure S5A–C), with a stronger GO enrichment of DNA replication (Supplementary Figure S5D).

### H3.3 incorporation affects gene expression

To ask whether the gene expression signature of delayed differentiation is related to H3.3 incorporation itself, we next compared the H3.3 binding maps between ESCs and RA-induced cells in our different cell lines (WT, H3.3K27M, H3.3K27L). In both lines expressing mutant H3.3, the RA-treated cells showed a higher correlation (Spearman) with the ESCs compared with cells expressing WT H3.3 (Figure 5A, *P* < 10^−5^, *t*-test). Also, H3.3 binding in the cells expressing H3.3K27M was more similar to the cells expressing H3.3K27L than to cells expressing WT H3.3, suggesting, once again, a shared mechanism, independent of PRC2 (Figure 5B, *P* < 10^−3^, *t*-test). Similar increase, though to overall lower correlation between RA-treated cells and ESCs, was observed in enhancers (Supplementary Figure S6A, B, *P* < 0.05).

**Figure 5.**
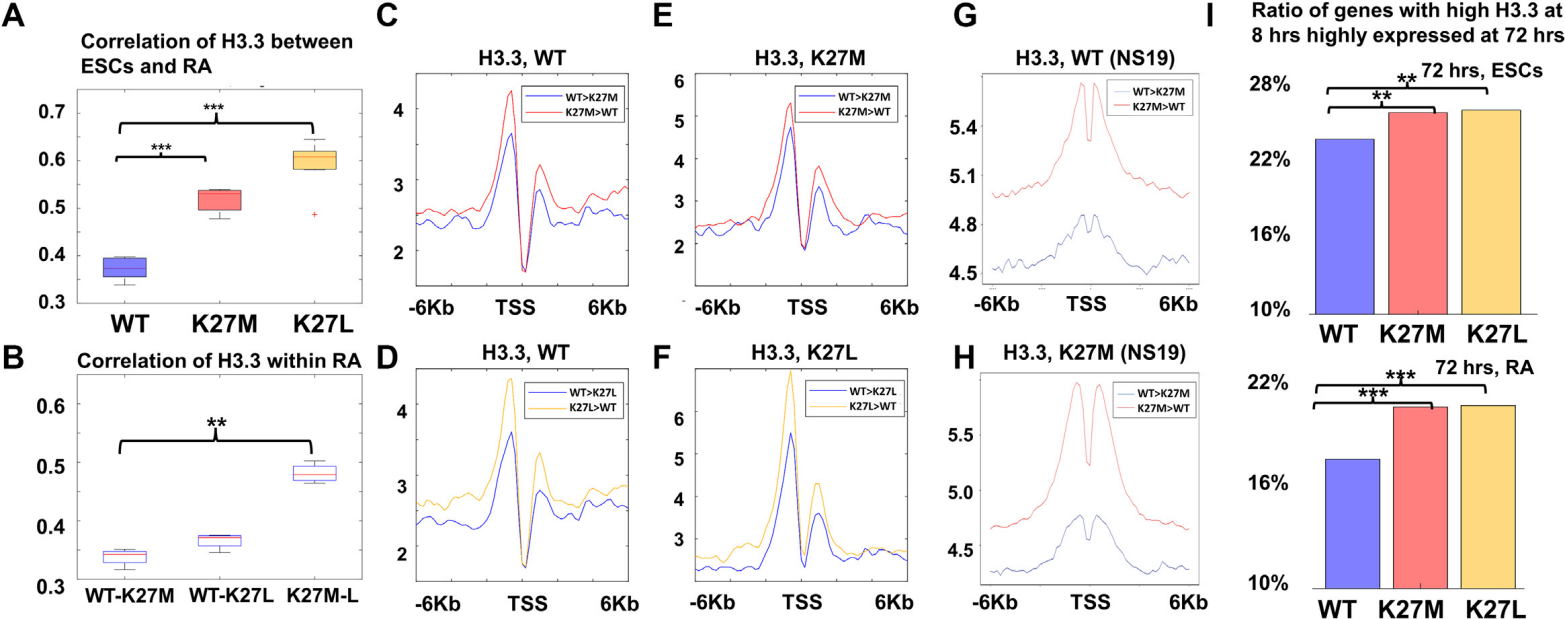
Mutant cells differentiated to neural progenitors retain the expression of genes which are highly expressed in the pluripotent state. (**A**) Correlation of H3.3 incorporation around TSSs between ESCs and RA-induced cells in ESCs expressing WT-H3.3 (blue), ESCs expressing H3.3K27M (red) and ESCs expressing H3.3K27L (orange) (***P < 10^−5^). (**B**) Correlation of H3.3 incorporation around TSSs between ESCs expressing WT-H3.3 and ESCs expressing H3.3K27M (left); ESCs expressing WT-H3.3 and ESCs expressing H3.3K27L (middle), and ESCs expressing H3.3K27M and ESCs expressing H3.3K27L (right) (**P < 10^−3^), in RA-induced ESCs. (**C**) H3.3 meta-gene enrichment plots in WT ESCs around TSSs of genes expressed higher in the RA-treated H3.3K27M cells compared to WT-H3.3 cells (red) and vice versa (blue). (**D**) H3.3 meta-gene enrichment plots in WT ESCs around TSSs of genes expressed higher in the RA-treated H3.3K27L cells compared to WT-H3.3 cells (yellow) and vice versa (blue). (**E**) H3.3 meta-gene enrichment plots in H3.3K27M-expressing ESCs around TSSs of genes expressed higher in the RA-treated H3.3K27M cells compared to WT-H3.3 cells (red) and vice versa (blue). (**F**) H3.3 meta-gene enrichment plots in H3.3K27L-expressing ESCs around TSSs of genes expressed higher in the RA-treated H3.3K27L cells compared to WT-H3.3 cells (yellow) and vice versa (blue). (**G**) H3.3 meta-gene enrichment plots in human embryo-derived cells (NS19) expressing WT-H3.3 from Brien et al (45) around TSSs of genes higher in human embryo-derived cells expressing WT-H3.3 compared with human embryo-derived cells expressing H3.3K27M (blue) and vice versa (red). (**H**) Same as (G) in human embryo-derived cells expressing H3.3K27M. (**I**) Ratio of High-H3.3-at-8-h-genes expressed at 72 h in ESCs expressing WT-H3.3 (blue), ESCs expressing H3.3K27M (red) and ESCs expressing H3.3K27L (orange). Top: in undifferentiated ESCs (**P < 0.005); Bottom: in RA-induced ESCs (***P < 10^−5^).

We then analyzed H3.3 incorporation around the genes whose expression was elevated in either the mutant cells or the WT cells following RA induction. Genes which were elevated in the mutant cells had higher level of H3.3 incorporation than genes which were elevated in the WT cells. This was true for all cells: WT (Figure 5C, D), H3.3K27M (Figure 5E) and H3.3K27L (Figure 5F), suggesting again that the genes which their expression is altered after differentiation are those genes which are active in stem cells, and therefore have higher incorporation of H3.3. These results link H3.3 incorporation in ESCs with higher gene expression in cells expressing mutant H3.3 after differentiation, suggesting impaired regulation of gene expression during differentiation of genes bound by mutated H3.3.

We also analyzed data from human embryo-derived cell lines, from Brien *et al.* (45) and calculated the H3.3 signature around genes, which were up- or down-regulated in the H3.3K27M cells, and, once again, found that the elevated genes in the H3.3K27M cells had higher levels of H3.3 incorporation around their TSSs (Figure 5G, H, Supplementary Figure S6C, D).

Finally, we tested the influence of H3.3 binding on later expression. We asked if increased binding of H3.3 around a TSS in an earlier time point is an indication for higher expression of the bound gene in a later time point. Comparing WT and mutant-expressing cells at the 8 h and the 72 h time points, we found that in the mutant cells, a significantly higher (*P* < 0.003, Fisher's exact test) proportion of genes with increased H3.3K27M/L binding at 8 h, were highly expressed at the 72 h time point, compared with WT-H3.3-bound genes (Figure 5I, top, *P* < 0.005). This effect was stronger in the early differentiating, RA-treated cells (Figure 5I, bottom, *P* < 10^−5^). These results suggest that H3.3 incorporation around gene promoters influences the expression level of the incorporated genes.

## DISCUSSION

DIPG/DMG is one of the deadliest tumors with a life expectancy of less than a year. In the majority of the DMG cases it is caused, at least in part, by H3.3K27M. The K-to-M substitution, apart from disabling lysine methylation was also shown to inhibit the PRC2 complex, thus acting in a dominant-negative fashion. Here we aimed to explore the immediate consequences of ectopic expression of H3.3K27M, and to tease apart effects caused by the loss of lysine methylation versus PRC2 inhibition. Using Dox-inducible expression of either WT, K27M or K27L versions of H3.3 in ESCs and during ESC differentiation, we show that expression of mutant H3.3 in differentiating ESCs leads to an immature gene expression signature, which corresponds to the binding signature of the mutated histone. Interestingly, we observed a similar immature expression and epigenetic signature in cells expressing H3.3K27L, suggesting that these immediate consequences of the mutated histone are PRC2-independent.

Using Time-Seq experiments (15), we also analyzed H3.3 incorporation across the genome and show that H3.3K27M binds TSSs more strongly than WT. Once again, we observed the same phenomenon for H3.3K27L, suggesting that K27 modifications, and not PRC2 activity, are required for H3.3 turnover around gene promoters. Interestingly, recent proteomic studies comparing proteins specifically associated with either the WT or the H3.3K27M mutant, identified several histone chaperones, including ASF1B and FACT complexes (39), which were found to associate with H3.3K27M but not with WT-H3.3, providing a potential mechanism explaining our observations of differential incorporation dynamics.

As expected, chromatin incorporation of H3.3 correlates with gene expression, as previously shown (14,15,57). Interestingly, we find that during differentiation, H3.3 incorporation at early time-points predicts expression at later time-points. While this was true for both WT and mutant forms of H3.3, both H3.3K27M and H3.3K27L mutants displayed a stronger predictive power than WT H3.3, suggesting that increased presence of H3.3 in the mutants, might be directly acting to promote gene expression.

It was previously shown that pervasive H3K27 acetylation in DMG-derived tumor cell lines leads to aberrant expression of endogenous retroviruses (ERVs) across the genome (58), operating as an anti-tumor immune response defense mechanism. Treatment with histone deacetylase inhibitors (HDACi) further exacerbated this response, resulting in increased vulnerability of the tumor cells and their accelerated elimination. Our work further suggests that K27 mutations promote a stem-like state. Since HDACi generally accelerate stem cell differentiation (59–61), the treatment of cells with HDACi could potentially confer vulnerability to DMG cells by multiple pathways.

Combined, our findings suggest that impaired dynamics of mutant H3.3 keeps active genes active for a longer time (Supplementary Figure S7). This, in turn, slows differentiation, potentially explaining the immediate consequences of the H3.3K27M mutation, independent of processes related to PRC2 inhibition. These findings are in line with previous reports which highlight the necessity of residual PRC2 activity for proliferation (26) as well as more recent data which suggest that existing PRC2 domains are not the direct targets of H3.3K27M (56,62,63). Our findings provide important insights regarding the mechanisms by which H3.3K27M might be causing aggressive tumors in children and raises caution when considering drugs which are designed solely to reactivate PRC2 to restore normal cellular activity, as potential therapy. Our data suggest that the absence of a modifiable H3.3 leads to a gene expression signature reminiscent of stem-like cells, which might contribute to uncontrolled proliferation of the mutation-bearing cells, and that targeting the PRC2-dependent effect alone may not suffice to treat this devastating disease.

## DATA AVAILABILITY

The sequencing data from the study have been submitted to the NCBI Gene Expression Omnibus (GEO), accession number GSE195789.

## Supplementary Material

gkac800_Supplemental_File Click here for additional data file.

# Supplementary material for: PRC2-independent actions of H3.3K27M in embryonic stem cell differentiation
**Source:** Nucleic Acids Res. 2022 Sep 26;51(4):1662–73. doi: 10.1093/nar/gkac800
**Supplement:** gkac800_Supplemental_File

## Supplementary Figures and Figure Legends

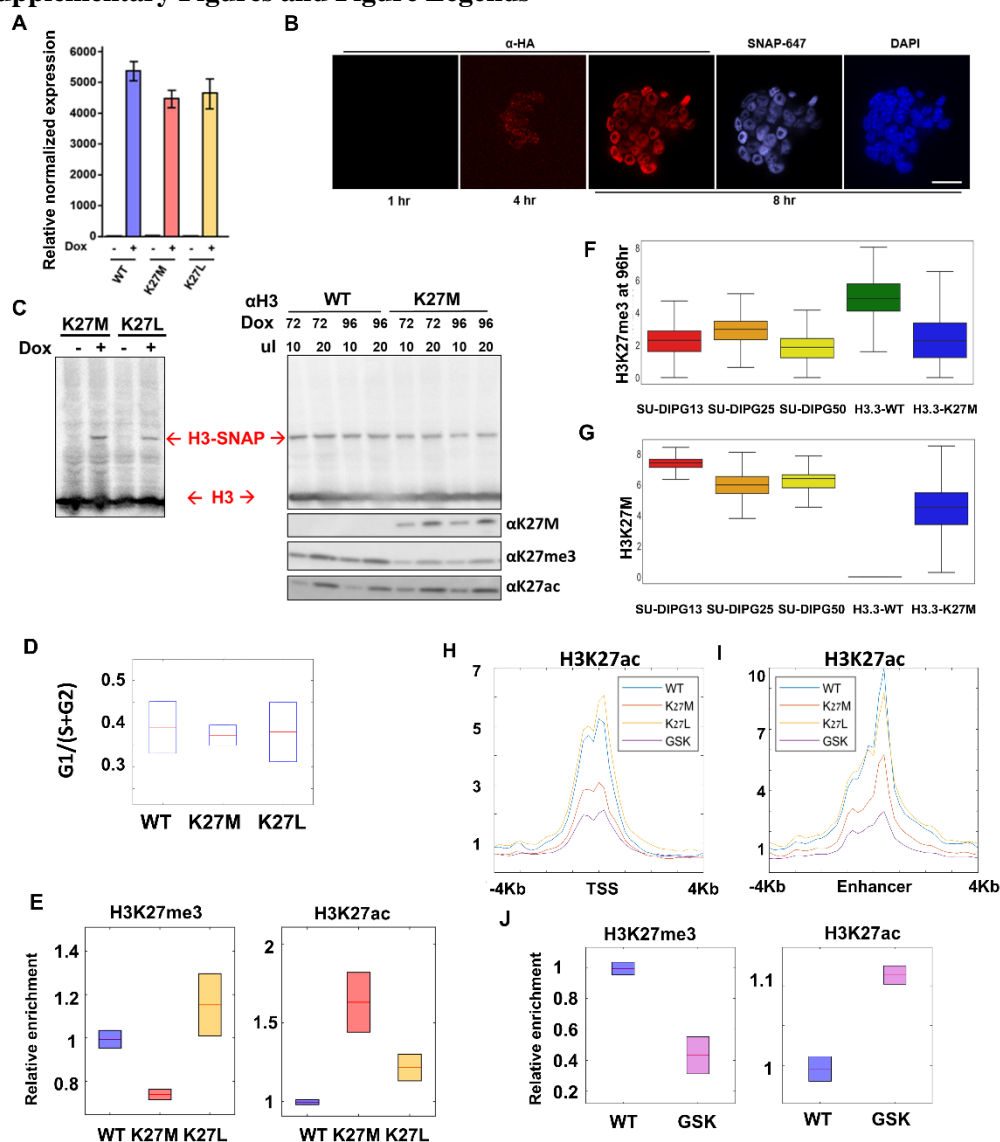

## Supplementary Figure 1. Experimental system validation.

(A) RT-qPCR before (-) and after (+) Dox addition in ESCs expressing WT-H3.3 (gray), H3.3K27M (red) or H3.3K27L (orange). (B) Immunofluorescence (IF) images of ESCs expressing H3.3K27M using  $\alpha$ -HA antibodies (red) at the indicated time-points after Dox. H3.3 is visible at the 4hr time-points and is expressed at high levels in all cells at the 8 hr time-point. Purple: SNAP-647 ligand; Blue: DAPI. Scale bar = 50  $\mu$ m. (C) Left: Western blots for histone H3 before (-) and after (+) Dox addition in ESCs expressing either H3.3K27M (left) or H3.3K27L (right). Right: Western blots for histone H3, H3K27M, H3K27me3 and H3K27ac, 72 or 96 hrs after Dox (10 or 20  $\mu$ l indicate the amount of sample). (D) Cell cycle analysis (average of two independent experiments) in ESCs expressing WT-H3.3 (left), H3.3K27M (middle) and H3.3K27L (right) for 24 hours. Y-axis denotes the G1/S ratio. Changes are non-significant. (E) Global levels of H3K27me3 (left) and H3K27ac (right) in ESCs expressing WT-H3.3, H3.3K27M (red) and H3.3K27L (orange). Score was calculated as total read count normalized to H3, then re-normalized to the 4 and 8 hr time-point. (F) H3K27me3 levels, as measured by Cytometry by Time of Flight (CyTOF), of three DIPG cell lines (SU-DIPG13, SU-DIPG25 and SU-DIPG50 labeled red, orange and yellow, respectively) carrying the H3-K27M mutation, as well as our mouse ESCs following 4 days of induction of WT (green) or mutant (blue) H3.3 expression. Presented are expression levels following transformation, scaling and normalization. (G) same as (F), for H3.3K27M. (H) Average plot of H3K27ac levels around transcription start sites (TSS) of H3-WT (blue), H3-K27M (red), H3-K27L (yellow) and upon GSK treatment (purple) at 72 hours after Dox. (I) Average plot of H3K27ac levels around enhancers of H3-WT (blue), H3-K27M (red), H3-K27L (yellow) and upon GSK treatment (purple) at 72 hours after Dox. (J) Same as (D) comparing untreated WT ESCs to WT ESCs treated with the PRC2 inhibitor GSK343.

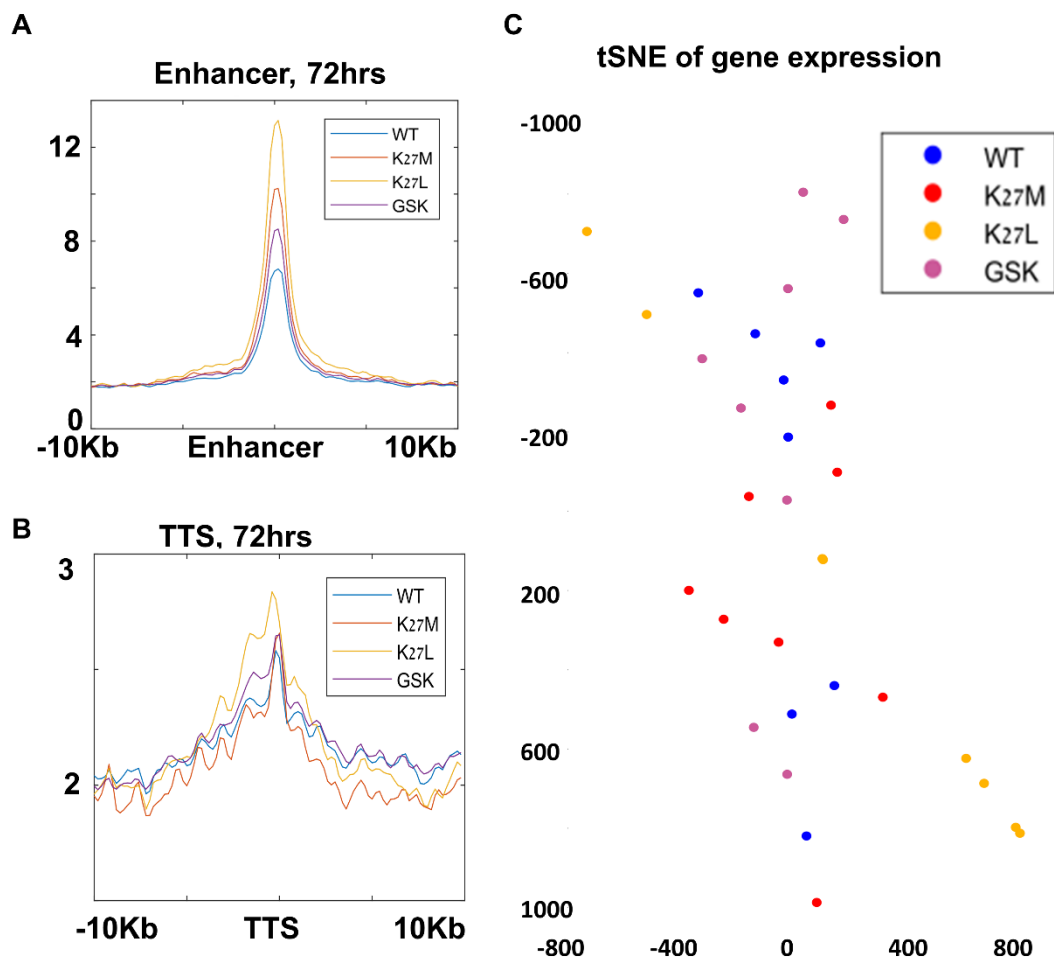

**Supplementary Figure 2. H3.3 incorporation and global gene expression in ESCs expressing WT or mutant H3.**

(A) H3.3 binding around enhancers at 72 hours after Dox In ESCs expressing WT-H3.3 (blue), H3.3K27M (red), H3.3K27L (orange), and in ESCs treated with the PRC2 inhibitor GSK343 (purple). (B) Same as (A) around transcription termination sites (TTS). (C) tSNE of gene expression data of ESCs expressing WT-H3.3 (blue), H3.3K27M (red), H3.3K27L (orange) and ESCs treated with GSK343 (purple).

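GSK343-treated libraries had a Spearman coefficient with WT-H3.3 libraries of 0.979 ± 0.00495 (SD, n = 8), with a range of 0.970 to 0.985 (two-sided permutation test against WT-H3.3 libraries, p = 0.569). With the WT-H3.3 libraries of both replicate numbers at the other time points as the reference, a setting chosen after seeing the data, the mean was 0.976 (two-sided permutation test, p = 0.0903). With Euclidean distance over the 2000 most variable genes in place of the Spearman coefficient, the nearest library was of the same line or treatment for 59.4% of the 32 libraries (permutation test, p = 0.00014). It had the same replicate number for 87.5% (permutation test, p = 0.00017) and the same time point for 43.8% (permutation test, p = 0.0210). The shares again cover all lines and treatments together and do not set WT-H3.3 apart from H3.3K27M.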

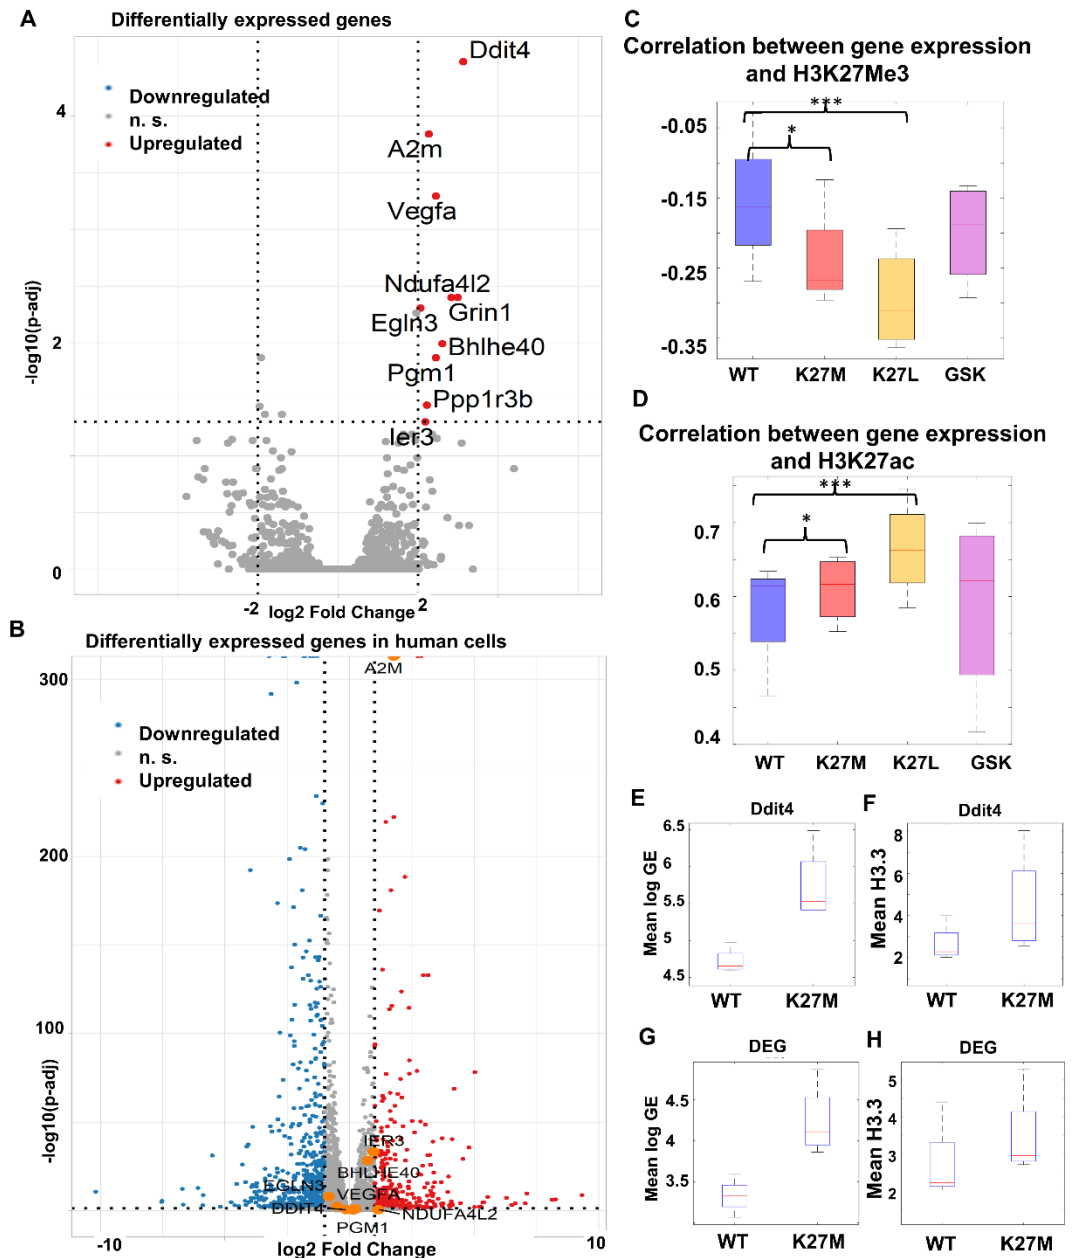

**Supplementary Figure 3. Gene expression correlation between the different line.**

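At 72 h alone (n = 2 libraries each), the log2 fold change between H3.3K27M and WT-H3.3 was 1.06 (SE 0.47) for Vegfa, 1.46 (SE 0.60) for Grin1 and 0.90 (SE 0.45) for Bhlhe40. It was 1.11 (SE 0.33) for A2m, 0.87 for Ier3, 1.43 (SE 0.40) for Ndufa4l2, 1.01 (SE 0.43) for Egln3 and 0.36 (SE 0.18) for Pgm1. Ppp1r3b, on chromosome 8, had a log2 fold change of 0.95 (SE 0.41) in a model that kept this chromosome. For each of these genes both H3.3K27M libraries lay above both WT-H3.3 libraries. None passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test or in any alternative run at 72 h.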

(A) Volcano plot of differentially expressed genes between ESCs expressing WT-H3.3 and ESCs expressing H3.3K27M, 72 hrs after Dox. Significantly upregulated genes are marked in red. (B) Volcano plot of differentially expressed genes between human fetal neurons expressing WT-H3.3 or H3.3K27M from Brien et al (37). Significantly up- and down-regulated genes are marked in red and blue, respectively. Genes upregulated in mESCs are marked in orange. (C) Correlation between gene expression and H3K27me3 in ESCs expressing WT-H3.3 (blue), H3.3K27M (red), H3.3K27L (orange) and ESCs treated with GSK343 (purple). (Asterisks: \*,  $P < 0.02$ ; \*\*\*  $P < 10^{-5}$ ). (D) Same as (C) for H3K27ac. (Asterisks: \*,  $P < 0.02$ ; \*\*\*  $P < 10^{-6}$ ). 

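Ddit4 was at 93.3 ± 11.6 CPM in H3.3K27M and 41.7 ± 9.07 CPM in WT-H3.3 ESCs at 72 h after Dox (SD, n = 2 each), a log2 fold change of 1.16 (SE 0.47). In the H3.3K27M libraries of replicates 1 and 2 it was at 38 and 28 CPM at 4 h, 55.5 and 177 CPM at 8 h and 84.9 and 209 CPM at 24 h. In the WT-H3.3 libraries it lay between 33.3 and 48.1 CPM over all time points. The replicates of H3.3K27M differed more at 8 and 24 h than the WT-H3.3 libraries did at any time point.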

(E) Mean log expression level of Ddit4 in ESCs expressing WT-H3.3 and H3.3K27M. (F) Mean H3.3 enrichment around Ddit4 promoter in ESCs expressing WT-H3.3 and H3.3K27M. (G) Mean log expression level of all Differentially Expressed Genes (DEG) in ESCs expressing WT-H3.3 and H3.3K27M. (H) Mean H3.3 enrichment around DEG promoters in ESCs expressing WT-H3.3 and H3.3K27M.

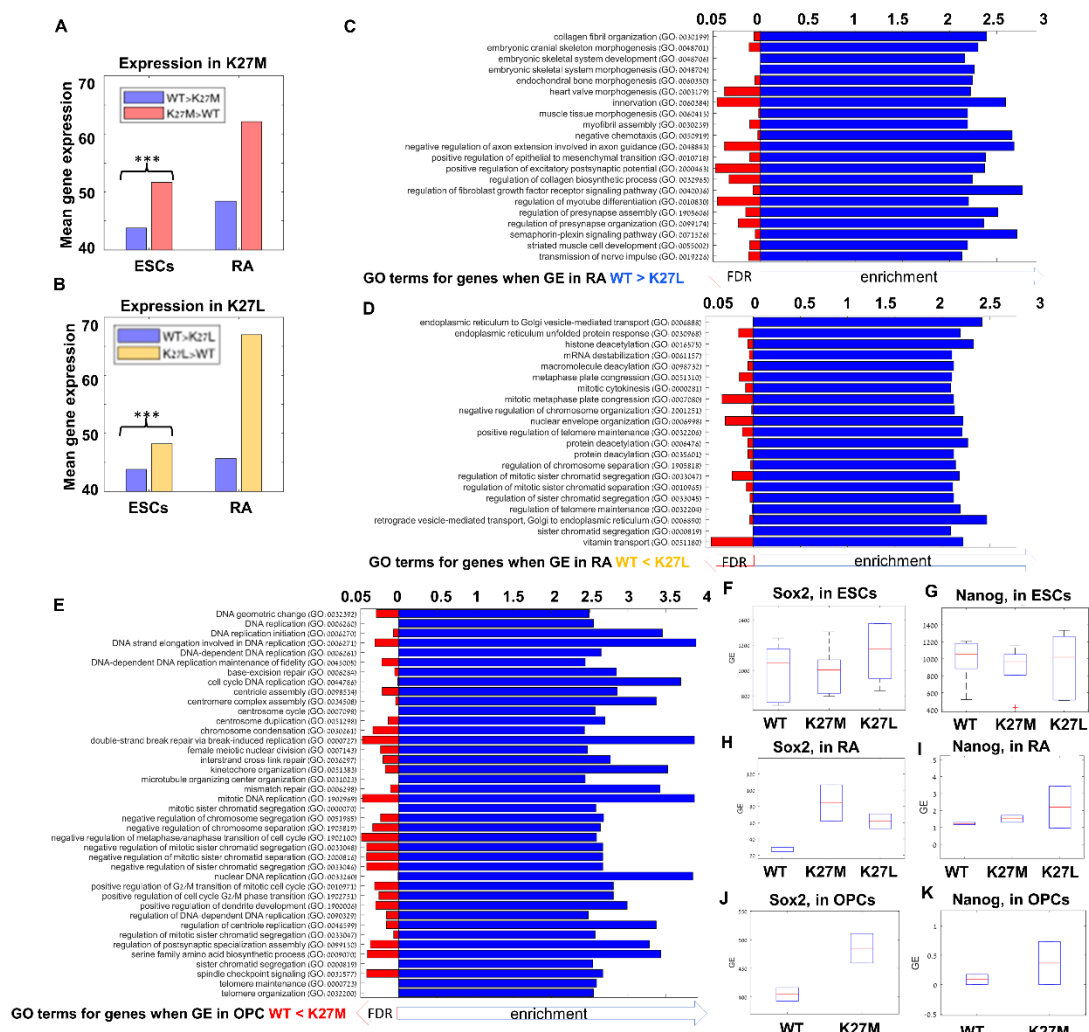

## Supplementary Figure 4. Differentiated ESCs expressing H3.3K27M or H3.3K27L retain expression of ESC-expressed genes.

(A). Quantification of gene expression differences between gene groups defined by activity in RA-treated ESCs (defined in A) in undifferentiated ESCs expressing K27M-H3.3. (B) Quantification of gene expression differences between gene groups defined by activity in RA-treated ESCs (defined in A) in undifferentiated ESCs expressing K27L-H3.3. (C) Most enriched GO terms for genes higher in ESCs expressing WT-H3.3 versus ESCs expressing H3.3K27L, in RA-induced ESCs. (D) Most enriched GO terms for genes higher in ESCs expressing H3.3K27L versus ESCs expressing WT-H3.3, in RA-induced ESCs. 

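On the RA libraries of H3.3K27L against WT-H3.3, the DNA replication list had a median log2 fold change of 0.12, with 36 of 50 genes higher (adjusted p = 0.0526, camera), and the mitosis list of 0.10, with 42 of 58 genes higher (adjusted p = 0.0526). With Dox time as a block both passed, at medians of 0.11 (adjusted p = 0.0323) and 0.13 (adjusted p = 0.0183). The axon guidance list had a median of -0.35, with 46 of 64 genes lower (adjusted p = 0.0012, camera), a call that did not hold in fry (adjusted p = 0.424) or with an estimated correlation (adjusted p = 0.241). It was 0.03 without the WT-H3.3 library of 24 h. The neural differentiation list had a median of -0.22, with 21 of 32 genes lower (adjusted p = 0.126, camera), and of 0.12 without the WT-H3.3 library of 72 h. No gene of these lists passed an adjusted p-value of 0.05 in edgeR's test over all genes or adjusted over the list alone, and in each of the axon guidance and neural differentiation lists 2 genes had an unadjusted p-value under 0.05.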

(E) Most enriched GO terms for genes higher in ESCs expressing H3.3K27M versus ESCs expressing WT-H3.3, in ESC-derived OPCs. (F-K) Expression level of Sox2 (F, H, J) and Nanog (G, I, K) in ESCs (F-G), RA-treated ESCs (H-I) and OPCs (J-K) in WT-H3.3, H3.3K27M and H3.3K27L.

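In ESCs at 72 h after Dox, Sox2 was at 498 CPM in H3.3K27M and 448 CPM in WT-H3.3 (n = 2 each), a log2 fold change of 0.15, and Nanog at 1268 and 1205 CPM, a log2 fold change of 0.07. In OPCs Sox2 was at 257 ± 20.5 CPM in H3.3K27M and 197 ± 7.69 CPM in WT-H3.3 (SD, n = 2 each), a log2 fold change of 0.39 (SE 0.13, adjusted p = 0.0251, edgeR's quasi-likelihood test). Nanog had too few counts in OPCs for the test and was at 0.586 CPM in H3.3K27M and 0.127 CPM in WT-H3.3.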

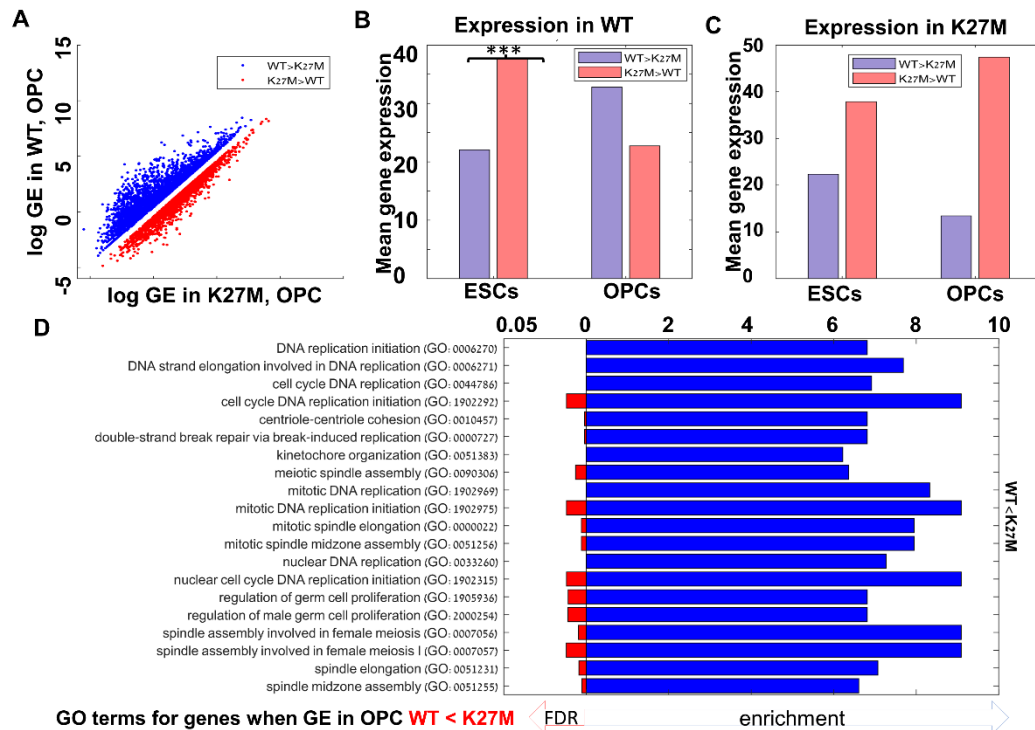

**Supplementary Figure 5. Mutant OPCs retain the expression of genes which are highly expressed in the pluripotent state.**

(A) Log gene expression values of genes >1.5-fold change, comparing OPCs expressing WT-H3.3 (Y-axis) with OPCs expressing H3.3K27M (X-axis). Blue and red denote genes higher in OPCs expressing H3.3-WT and OPCs expressing H3.3K27M, respectively. (B) Quantification of gene expression differences between gene groups by activity in OPCs (defined in A) in undifferentiated ESCs expressing WT-H3.3. (C) Quantification of gene expression differences between gene groups (defined in A) in undifferentiated ESCs expressing K27M-H3.3. (D) Most enriched GO terms for genes higher in OPCs expressing H3.3K27M versus OPCs expressing WT-H3.3.

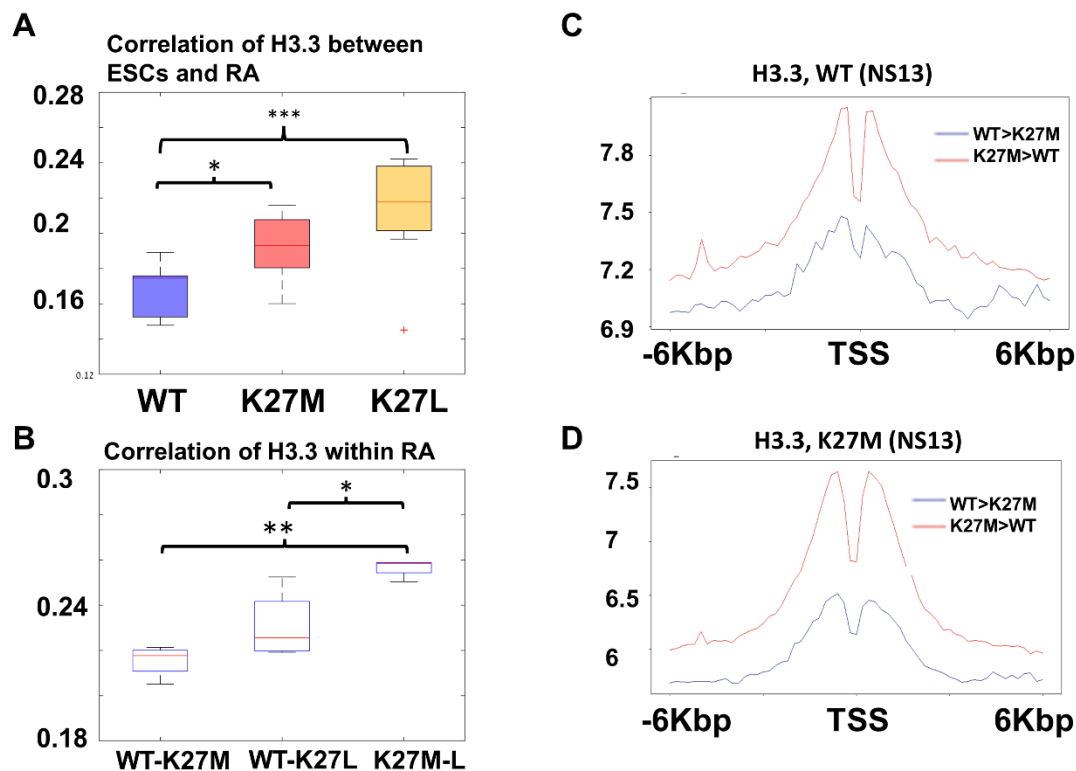

**Supplementary Figure 6. H3.3 incorporation predicts gene expression, especially in ESCs expressing mutant H3.3.**

(A) Correlation of H3.3 incorporation around enhancers between ESCs and RA-induced cells in ESCs expressing WT-H3.3 (blue), ESCs expressing H3.3K27M (red) and ESCs expressing H3.3K27L (orange). (Asterisks: \*\*\*,  $P < 0.01$ ; \*,  $P < 0.05$ ). (B) Correlation of H3.3 incorporation around enhancers between ESCs expressing WT-H3.3 and ESCs expressing H3.3K27M (left); ESCs expressing WT-H3.3 and ESCs expressing H3.3K27L (middle), and ESCs expressing H3.3K27M and ESCs expressing H3.3K27L (right). (Asterisks: \*\*,  $P < 0.0001$ ; \*,  $P < 0.05$ ). (C) H3.3 meta-gene enrichment plots in human embryo-derived cells (NS13) expressing WT-H3.3 from Brien et al (37) around TSSs of genes higher in human embryo-derived cells expressing WT-H3.3 compared with human embryo-derived cells expressing H3.3K27M (blue) and vice versa (red). (D) Same as (C) in human embryo-derived cells expressing H3.3K27M.

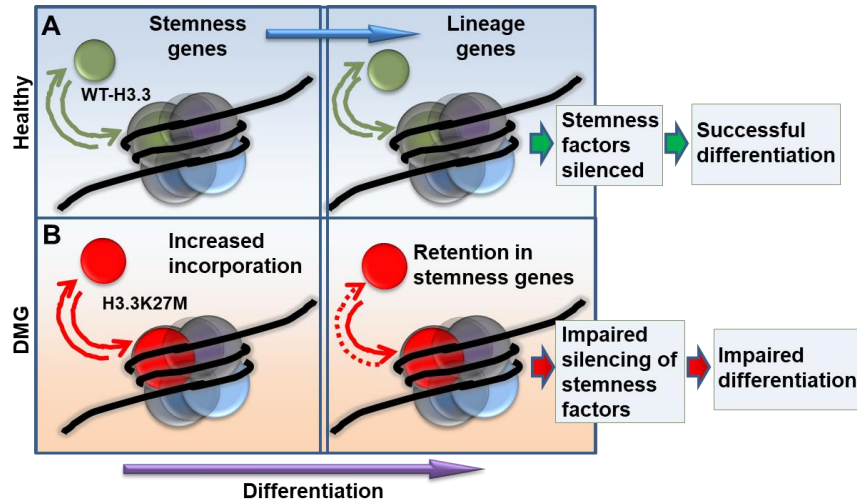

**Supplementary Figure 7. A proposed model for non-PRC2 related action of H3.3K27M mutations in DIPG: Loss of K27 leads to impaired H3.3 regulation and incorporation**

(A) Turnover of H3.3 is essential for proper differentiation. (B) lack of modifiable K27 interferes with H3.3 turnover, leading to impaired silencing of previously active stemness genes in differentiated cells expressing H3.3K27M.

How the deposited data were processed for this re-analysis (not part of the article)

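The gene counts analysed here were made by the authors, who aligned the reads with STAR to mm9 and deposited raw counts per gene for 42 RNA-seq libraries (32 of ESCs, 6 of RA-treated cells and 4 of OPCs). Nothing was aligned or counted again. The ChIP-seq data and the human data were not analysed here. Each table held 55471 genes, of which 32589 were matched to the annotation of NCBIM37 (mm9), and these held 98.2% of all counts. The other 22882 genes were kept under their identifiers and have no position or length here. Genes of chromosome 8 (5.85% of all counts) were left out, since the methods leave this chromosome out. For 1435 of the 2532 such genes the chromosome came from the annotation, and for the rest from the order of the genes in the tables. No 2 libraries were copies, since every pair differed by a chi-square of at least 1.95 per gene.

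Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 (TMM normalization, filterByExpr, a mean for each group and time point in ESCs and for each line in RA-treated cells and OPCs), in 13 comparisons. The p-values were adjusted by the Benjamini-Hochberg method over the genes tested in a comparison, and a gene was called at an adjusted p-value under 0.05 and a fold change above 2 or below 0.5. Gene lists were tested with camera of limma 3.58.1 at a correlation of 0.01 between genes, with fry and with an estimated correlation as alternatives, and p-values of 5 lists were adjusted together. The alternatives also used DESeq2 1.42.0. R 4.3.3, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.

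Spearman coefficients were computed on CPM of genes with a mean of at least 1 CPM, and the value of a library is the mean of its coefficients with the reference libraries. The test of a difference between groups permuted the libraries over every arrangement, and the test of the nearest library drew 100000 label orders. Gene groups of RA-treated cells and OPCs were compared in ESCs by the difference of their medians of log2(mean CPM + 0.5), against 10000 pairs of random groups drawn from 20 bins of expression.

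The 15 gene lists were written by hand from general knowledge and stand in for the Panther annotation, so they are not the gene sets of the paper. They cover DNA replication, mitosis, axon guidance, neural differentiation, pluripotency, hypoxia, PRC2 targets, Y-linked genes, extraembryonic endoderm, MEF (fibroblast) markers, oligodendrocyte lineage, astrocytes, neurons, neural crest and the unfolded protein response. Of the 65 neural differentiation genes 32 are also in another list, as are 21 of the 86 PRC2 target genes, 16 of the 23 neuron genes, 7 of the 19 neural crest genes, 5 of the 29 extraembryonic endoderm genes, 5 of the 21 oligodendrocyte lineage genes and 2 of the 66 hypoxia genes. The MEF, astrocyte and axon guidance lists each share 1 gene with another list, and the remaining lists share none.

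Genes named in the text are those the paper names from its RNA-seq, the H3.3 genes H3f3a and H3f3b, and for each comparison the 3 genes of the lowest adjusted p-value in each direction among the called genes whose libraries of one line all lie above those of the other. Ptgs2 and the marker genes of cell types were named after their values were seen.

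The comparisons, tests, thresholds, gene lists, the rule for named genes and most alternatives were set before the data were examined. These alternatives changed the tool, the normalization, the filter on low counts, the libraries in the model, the replicate block, the thresholds, the treatment of chromosome 8, the genes and scale of the correlations, the groups of genes and the list test, and left out each library in turn. Crossed replicate numbers, WT-H3.3 libraries of both replicate numbers as the reference of the ESC coefficients, the removal of chromosome 14 and a block for the relation of expression to gene length were added after seeing the data. The first test of the counts was run before the simulation of known fold changes.

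Whether replicate numbers pair libraries was checked by the correlation of the differences between replicates across 8502 genes. Between WT-H3.3 and H3.3K27M ESCs it was 0.615 at 4 h, 0.714 at 8 h, 0.608 at 24 h and 0.712 at 72 h, so the numbers pair these lines, though the paper does not state that a number marks a shared day. In RA-treated cells, the differences between Dox times correlated between lines at 0.943 (WT-H3.3 and H3.3K27M), 0.932 (WT-H3.3 and H3.3K27L) and 0.959 (both mutants), across 9217 genes. The OPC lines gave 0.282 from a single pair of differences.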

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

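The tests of chromosomes 8, 14 and Y, of the extraembryonic endoderm list in H3.3K27L cells and of the fibroblast list were chosen after the results were seen, and the tests of the hypoxia list and of the library with the fewest counts were chosen before.

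A library far from the others of its group was looked for in 92 groups of values, and was found in 9 of them where chance gives 4.6. In 7 of the 9 it was the H3.3K27L library of replicate 2 at 72 h, which holds 68378 counts. It had 9.53% of its counts on mitochondrial genes (2.2% to 2.61% in the other H3.3K27L ESC libraries), 11.7% on its top 10 genes (4.74% to 6.32%) and a Spearman coefficient with WT-H3.3 of 0.784 (0.973 to 0.981). Its mean log2 expression was 4.21 for the hypoxia list (5.39 to 5.87) and 0.48 for the PRC2 target list (1.44 to 1.94). Sox2 was at 401 CPM in it (499.9 to 538) and H3f3b at 344 CPM (524 to 644). These values come from one library and its depth was not separated from its preparation. Without it, 503 genes were called between H3.3K27L and WT-H3.3 over all time points, so its depth argues against being the source of those calls. No biological explanation was tested.

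Bhlhe40 was at 15.2 CPM in the WT-H3.3 library of replicate 1 at 24 h, with the other 7 WT-H3.3 libraries at 24.6 to 31.9 CPM. The GSK343-treated library of replicate 2 at 8 h held 1247934 counts, with the other 7 at 5295859 to 8724336. Neither was tested further.

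The median log2 difference of chromosome 8 genes from the WT-H3.3 libraries was below 0 in all 4 H3.3K27L libraries of replicate 2, and the library nearest to 0 had -0.50. This is a signal in genes the paper left out. A few genes taking most of the difference are argued against, since it is the median over the chromosome. A response to the mutant histone or the length of Dox treatment is argued against by the replicate 1 libraries, whose lowest median was -0.0497. Fewer copies of the chromosome in the cells of replicate 2 stay open, as every 20 Mb window of the 4, 8 and 24 h libraries was lower, with -0.38 nearest to 0, where 2 copies in place of 3 would give -0.585. The paper reports that karyotyping pointed to a potential duplication of this chromosome in all clones. The number of copies was not measured here.

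Chromosome 14 genes were higher in the H3.3K27L libraries of replicate 1, with a lowest median log2 difference of 0.55 among 4 libraries, and lay at 0.03, -0.01, 0.01 and 0.22 in those of replicate 2. Again the median over the chromosome, at 0.55, argues against a few genes. An extra copy of the chromosome stays open, since both RA libraries of H3.3K27L were higher as well, with 0.52 as the lower value, and 3 copies in place of 2 would give 0.585.

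Counts on Y-linked genes in the H3.3K27L ESC libraries reached at most 10.4% of the WT-H3.3 level. The paper does not discuss these genes. Depth is argued against, since the 7 deeper H3.3K27L libraries would hold at least 1478 Y-linked counts at the WT-H3.3 level. A mislabelled sample is argued against, since all 10 H3.3K27L libraries of ESCs and RA-treated cells were at or below 10.4%. Loss of the Y chromosome in the H3.3K27L cells stays open, with 7 of 7 tested Y-linked genes called over all time points. The Y-linked list, with 6 of 6 genes lower, had a median log2 fold change of -4.52, and of -3.70 with genes at the floor of 3 counts set to their bound.

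The hypoxia list had a median log2 fold change of 0.34 between H3.3K27M and WT-H3.3 ESCs at 24 and 72 h, with 49 of 58 genes higher, 0 genes at an adjusted p-value under 0.05 over all genes, 1 adjusted over the list alone and 22 at an unadjusted p-value under 0.05. The list was outside what the paper discusses. Its adjusted p-value was 6.3e-18 in camera, 0.0105 with an estimated correlation between genes and 0.0121 in fry. One library as the source is argued against, since 4 of 4 H3.3K27M libraries lay above every WT-H3.3 library. A higher hypoxia response in H3.3K27M ESCs stays open at the median of 0.34. Culture or handling differences cannot be told apart from it, because 2 of the 8 H3.3K27L and GSK343-treated libraries of these time points reached the lowest H3.3K27M library.

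In RA-treated cells the extraembryonic endoderm list moved in opposite directions in the mutants, with a median log2 fold change of -1.97 of H3.3K27M against H3.3K27L and 20 of 23 genes lower. Against WT-H3.3 it was -0.60 for H3.3K27M and 1.11 for H3.3K27L. In limma's fry, the difference between the mutants had an unadjusted p-value of 0.00316, and of 0.0162 with Dox time as a block. Chromosome 14 dosage is argued against for H3.3K27L, as the median was 1.10 without the genes of that chromosome. A different mix of cell types in the H3.3K27L cultures stays open, since Sparc, Gata4, Gata6 and Sox17 were all higher than in WT-H3.3 at both Dox times, with 1.56 as the lowest fold and 3.28 as the highest.

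The fibroblast (MEF) list was lower in H3.3K27M OPCs, with a median log2 fold change of -4.55 and 30 of 33 genes lower, and of -4.44 with floor genes at their bound. The paper does not discuss these genes. A difference in depth is argued against, since the list median was -4.494 when the OPC libraries were thinned to 7499258 counts, and -4.389 with floor genes at their bound. Fewer fibroblast-like cells in the H3.3K27M cultures cannot be told apart from lower expression in the same cells, as the genes at 100 CPM or more in WT-H3.3 OPCs were 3.19-fold or more higher there, a threshold chosen after seeing the values, with 33.4-fold as the lowest value for Col1a1, Col1a2, Col3a1 and Fn1. Thy1, at low counts, was higher in H3.3K27M OPCs, with a ratio of WT-H3.3 to H3.3K27M of 0.43 at 24 h and 0.53 at 72 h.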

How the results depend on the processing

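The tests with crossed replicate numbers, with WT-H3.3 libraries of both replicate numbers as the reference, with a block for the length class of a library and without chromosome 14 were chosen after the results were seen, and the others before. Across 63 results and 611 values under alternative settings, 437 kept their direction, their side of the threshold and their size within the spread of the replicates. Of the others 123 moved beyond that spread, 32 reversed, 12 lost their call and 7 gained one. All alternatives left 16 results as they were. The cause of the changes given here was not tested unless stated.

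With no filter on low counts, 33276 ESC genes were tested. The calls for H3.3K27M against WT-H3.3 were 10 at 72 h, 46 at 24 and 72 h and 152 over all time points, those for H3.3K27L were 96, 310 and 750, and those for GSK343 were 2 at 72 h and 26 over all time points. In RA-treated cells there were 7 calls for H3.3K27L and 6 between the mutants. With at least 10 counts in every library there were 0 calls for H3.3K27M over all time points (129 at an unadjusted p-value under 0.05) and 0 in all 3 comparisons of H3.3K27L, where fewer genes were tested because of the library with 68378 counts, and 2309 for OPCs. A 4-fold threshold gave 0 calls for H3.3K27M over all time points, and 30 at 24 and 72 h and 125 over all time points for H3.3K27L. With no fold threshold there were 1141 calls for H3.3K27L over all time points and 6423 for OPCs, and a 1.5-fold threshold gave 5320 for OPCs, since a lower threshold admits more genes. DESeq2 gave 9 calls for H3.3K27M over all time points, 5 for H3.3K27L in RA-treated cells and 18 between the mutants there. With only the libraries compared in the model there were 0 calls for H3.3K27M over all time points (1279 at an unadjusted p-value under 0.05) and 309 for H3.3K27L at 72 h. RLE normalization and keeping chromosome 8 changed none of the counts by more than 1.5 times.

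The replicate number as a block (replicate block) gave 2 calls for H3.3K27M at 24 and 72 h and 23 over all time points. In RA-treated cells, with Dox time as the replicate block, there were 2 calls for H3.3K27M, 445 for H3.3K27L and 822 between the mutants, and 381 for H3.3K27L with chromosome 14 also left out. Under this block the lists that gained a call in camera were DNA replication at a median of 0.090 and pluripotency at -0.11 for H3.3K27M, and DNA replication at 0.11, mitosis at 0.13 and pluripotency at 0.090 for H3.3K27L. The block changed no other call of the lines it pairs. The numbers of H3.3K27L and WT-H3.3 libraries gave correlations of -0.597 at 4 h, -0.707 at 8 h, -0.676 at 24 h and 0.261 at 72 h, so at 4, 8 and 24 h the libraries of one number varied in opposite directions, and those of GSK343 and WT-H3.3 gave 0.0075, -0.297, -0.46 and 0.587. For H3.3K27L the block gave 8 calls at 72 h and 150 at 24 and 72 h. With the H3.3K27L numbers crossed at 4, 8 and 24 h there were 2 and 13 calls for H3.3K27M at 24 and 72 h and over all time points, and 27, 230 and 615 for H3.3K27L at 72 h, at 24 and 72 h and over all time points. With these numbers crossed at all time points, there were 2 and 13 calls for H3.3K27M as before and 5, 108 and 508 for H3.3K27L. With the length class of a library as a block there were 1, 1 and 42 calls for H3.3K27M at 72 h, at 24 and 72 h and over all time points, and 66 and 277 for H3.3K27L at 72 h and at 24 and 72 h.

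Spearman coefficients with WT-H3.3 in ESCs were 0.924 for WT-H3.3, 0.917 for H3.3K27M and 0.915 for GSK343 with all genes of at least 1 count, and 0.953, 0.944 and 0.960 with a mean of at least 10 CPM. For H3.3K27L, with the library of 68378 counts included, the coefficients were 0.892, below the paper's bound of 0.9, and 0.931. Thinned to one depth they were 0.780 for WT-H3.3, 0.777 for H3.3K27M, 0.776 for H3.3K27L and 0.780 for GSK343, since thinning leaves few counts per gene. Against the WT-H3.3 libraries of both replicate numbers at the other time points they were 0.980 for WT-H3.3, 0.975 for H3.3K27M, 0.948 for H3.3K27L and 0.976 for GSK343. The p-value of the difference from WT-H3.3 (two-sided permutation test) then fell from 0.194 to 0.0611 for H3.3K27M, from 0.448 to 0.000155 for H3.3K27L and from 0.569 to 0.0903 for GSK343. In RA-treated cells H3.3K27M had 0.894 with all genes, 0.815 at a mean of at least 10 CPM, 0.892 with TPM and 0.895 thinned, and H3.3K27L had 0.794 at a mean of at least 10 CPM and 0.880 with TPM. The ESC-RA difference of H3.3K27L reversed to -0.00861 with all genes and to -0.0470 against 72 h ESC libraries only, 1 of which has 68378 counts, and it was 0.0140 against the WT-H3.3 ESC libraries and 0.0145 thinned to one depth. That of H3.3K27M kept its sign and was 0.00259 with all genes and 0.00381 against 72 h ESC libraries only. The ESC-OPC difference reversed to -0.00733 with all genes.

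In WT-H3.3 ESCs, the difference between the gene groups of H3.3K27M in RA-treated cells reversed to -0.022 with a 2-fold threshold and was 0.0091 with genes of the same direction in both libraries, and in H3.3K27M ESCs it was 0.088 with the latter. For H3.3K27L it was 0.20 with a 2-fold threshold and 1.57 with the same direction in WT-H3.3 ESCs, and 0.57 with a 2-fold threshold in H3.3K27L ESCs, each no longer above the matched random groups. For the OPC groups it reversed to -0.053 with any difference and to -0.054 with a 2-fold threshold in WT-H3.3 ESCs, and to -0.019 and -0.088 in H3.3K27M ESCs, where a mean of at least 5 CPM gave 0.33 and a pseudocount of 0.1 gave 0.30, both beyond the random groups. The share of H3.3K27M-higher genes also higher in H3.3K27L was 56.2% with any difference, 30.8% at a mean of at least 5 CPM and 9.50% and 6.48% with the WT-H3.3 libraries split. That of lower genes was 63.1% with any difference, 41.3% with a 2-fold threshold, 26.6% at a mean of at least 5 CPM and 5.83% and 12.3% with the split.

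In the list tests, the neural differentiation list of H3.3K27M in RA-treated cells (median 0.14) and the axon guidance list of H3.3K27L (median -0.35) lost their call in fry and with an estimated correlation. With an estimated correlation the OPC lists of DNA replication (1.32), mitosis (1.56) and neural differentiation (0.65) lost theirs.

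Leaving out each library in turn, the calls ranged from 0 to 131 for H3.3K27M over all time points, the highest without replicate 1 of H3.3K27M at 8 h. They ranged from 22 to 80 for H3.3K27L at 24 and 72 h, the lowest without replicate 1 of WT-H3.3 at 24 h, and from 119 to 657 over all time points, the lowest without replicate 1 of H3.3K27L at 72 h. They stayed at 0 for H3.3K27M at 24 and 72 h and for GSK343 (at least 257 and at least 106 genes at an unadjusted p-value under 0.05). The ESC-RA difference ranged from -0.0360 to 0.0602 for H3.3K27M, the lowest without WT-H3.3 at 72 h, and from -0.0434 to 0.0538 for H3.3K27L, the lowest without H3.3K27L at 24 h. The log2 fold change at 72 h ranged from -0.13 to 0.43 for H3f3a and from -0.21 to 0.45 for H3f3b. For the RA groups of H3.3K27M the difference ranged from -1.61 to 3.08 in WT-H3.3 ESCs and from -1.71 to 3.17 in H3.3K27M ESCs, and for those of H3.3K27L from -0.53 to 2.92 and from -0.60 to 3.23, the lowest without the mutant library of 24 h and the highest without WT-H3.3 at 24 h. For the OPC groups it ranged from 0.10 to 0.43 in WT-H3.3 ESCs and from 0.14 to 0.42 in H3.3K27M ESCs. Leaving out a library of RA-treated cells leaves a line with a single Dox time, which by construction sets unlike times against each other. In ESCs it leaves the replicate numbers uneven between the lines at the time point of that library.

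List medians of H3.3K27M in RA-treated cells ranged from -0.037 to 0.15 for DNA replication, from -0.10 to 0.19 for mitosis, from -0.46 to 0.17 for axon guidance, from -0.12 to 0.52 for neural differentiation and from -0.15 to 0.072 for pluripotency. Those of H3.3K27L ranged from 0.074 to 0.24, from 0.066 to 0.31, from -0.53 to 0.028, from -0.66 to 0.12 and from -0.058 to 0.36 in the same order. In OPCs they ranged from 1.21 to 1.43 for DNA replication, from 1.40 to 1.70 for mitosis, from -0.22 to -0.15 for axon guidance and from -0.56 to -0.11 for pluripotency. Among single genes 3 values changed, 1 of which moved and the other two of which reversed. Ppp1r3b was tested only with chromosome 8 kept, and its other alternatives were not run. No calls were made without a library at 72 h alone, in RA-treated cells or in OPCs, since a group would be left with 1 library. In OPCs, whose replicate numbers differ between the columns and the titles, Dox time was the replicate block, and it changed no call of the lists and no count of genes by more than 1.5 times.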

Differences from the paper's values

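Apart from the coefficients within a Dox time, which were computed after the results were seen, every test and alternative in this part was set before the data were examined.

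In RA-treated cells, the Spearman coefficient with WT-H3.3 was 0.898 for H3.3K27M and 0.887 for H3.3K27L, against the paper's 0.96. None of the alternatives set before the data were examined closed the gap. Between libraries of the same Dox time, a setting chosen after seeing the values, the coefficient was 0.984 for H3.3K27M and 0.968 for H3.3K27L. Both lie above the paper's 0.96, so the gap was not seen within a Dox time.

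The ESC-RA coefficients were 0.744 for WT-H3.3, 0.756 for H3.3K27M and 0.749 for H3.3K27L, against the paper's about 0.85, about 0.86 and about 0.86 in Fig. 4B, read by eye. The ESC-OPC coefficients were 0.583 for WT-H3.3 and 0.60 for H3.3K27M, against the paper's about 0.79 and about 0.80 in Fig. 4C, read by eye. No alternative closed these gaps, and the nearest, with all genes, gave 0.815, 0.817 and 0.806 in RA-treated cells and 0.747 and 0.740 in OPCs.

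For ratios of mean expression, a setting is said to come near the paper's value when neither value is more than 1.5 times the other, which does not mean that the values are equal. These ratios can differ from the quotient of the group means printed with the results. The ratio of mean expression of mutant-higher to WT-higher genes of RA-treated cells was 0.695 for H3.3K27M in WT-H3.3 ESCs, against the paper's about 1.2 in Fig. 4E, read by eye. It came near with groups of any difference (1.30) and without WT-H3.3 at 72 h (1.07), and also, though below 1, with a mean of at least 5 CPM (0.902) and without H3.3K27M at 72 h (0.962). It did not with a 2-fold threshold, the same direction in both libraries, a pseudocount of 0.1 or without either library of 24 h. In H3.3K27M ESCs the ratio was 0.592, against about 1.2 in Fig. S4A, read by eye. It came near with groups of any difference (1.25) and also, though below 1, without WT-H3.3 at 72 h (0.949) and without H3.3K27M at 72 h (0.973), and with none of the others.

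For H3.3K27L the ratio was 1.75 in WT-H3.3 ESCs, against the paper's about 1.1 in Fig. 4I, read by eye. It came near with groups of any difference (1.01), without H3.3K27L at 72 h (1.10) and without WT-H3.3 at 72 h (1.12). A mean of at least 5 CPM (1.58) stayed closer to the main value, and without H3.3K27L at 24 h the ratio was 0.734, on the other side of 1, so these 2 settings are inside the bound but not close to the paper's value. None of the others came near. In H3.3K27L ESCs it was 2.13, against about 1.1 in Fig. S4B, read by eye, and it came near with groups of any difference (1.03), without H3.3K27L at 72 h (1.31) and without WT-H3.3 at 72 h (1.01), and with none of the others.

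The fold change of Pgm1 at 72 h was 1.28, against the paper's about 2.4 in Fig. S3A, read by eye, and none of the alternatives closed the gap. The axis of this figure is labelled as log2, but 8 of the 9 values at 24 and 72 h lie within 0.3 of the figure on the linear scale, and the largest log2 fold change was 1.56. The figure is of 72 h alone. At that time Ddit4 (2.24 against about 3.1) and Vegfa (2.085 against about 2.4) lay further off. A2m (2.15 against about 2.3) and Ndufa4l2 (2.69 against about 2.8) lay within 0.3.

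The paper states that over 50% of the genes changed in H3.3K27M changed the same way in H3.3K27L, where the shares were 43.3% for higher and 47.7% for lower genes. With groups of any difference they were 56.2% and 63.1%.

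The paper calls Vegfa, Ddit4, Grin1, Bhlhe40, A2m, Ier3, Ndufa4l2, Egln3, Pgm1 and Ppp1r3b higher in H3.3K27M ESCs, and none was called at 72 h or at 24 and 72 h. With no filter on low counts at 24 and 72 h, edgeR called Vegfa (adjusted p = 5.4e-05), Ddit4 (5.4e-11), Grin1 (0.0127), Bhlhe40 (2.0e-06), A2m (0.00034), Ier3 (0.0209) and Ndufa4l2 (0.0015), and the replicate block called A2m (0.0226). Over all time points Ndufa4l2 was called (0.0324), also with no fold threshold, with RLE normalization (0.0364) and with chromosome 8 kept (0.0375). It was not called with a 4-fold threshold or with only the libraries compared in the model (0.177). In that comparison Vegfa, Ddit4, Bhlhe40 and Ndufa4l2 were called with no filter (adjusted p = 1.2e-09, 6.2e-13, 3.4e-09 and 3.2e-06, edgeR), with the replicate block (0.0104, 0.0216, 0.0408 and 0.0044) and with DESeq2 (0.00815, 0.00815, 0.0104 and 0.0051), and Grin1 with no filter (0.00073). Egln3, Pgm1 and Ppp1r3b were called under none of the settings run.

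The paper relates genes higher in WT-H3.3 than in H3.3K27M RA-treated cells to neural differentiation, whereas the neural differentiation list used here had a median log2 fold change of 0.14 in H3.3K27M cells. This list is not the paper's annotation, and its direction is not firm. It was called in camera (adjusted p = 0.0369) but not in fry (adjusted p = 0.708) or with an estimated correlation (adjusted p = 0.388), and the median ranged from -0.12 to 0.52 with each library left out in turn. The axon guidance list was lower, at a median of -0.11.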

Other observations

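The tests of other splits of the libraries, of length classes and the length trend, of RA time points, of replicate numbers and of undifferentiated cells in OPC cultures were chosen after the results were seen, and the remaining tests of this part were chosen before.

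Other splits were fitted on the libraries compared alone, with line and time point as separate terms in place of a mean for each group and time point, so the counts differ from those of the other fits. The real comparison gave 1 gene for H3.3K27M over all time points, and 119 and 494 genes for H3.3K27L at 24 and 72 h and over all time points. For H3.3K27M against WT-H3.3 at 24 and 72 h, 34 of the 34 splits fitted (35 are possible and 1 could not be fitted) gave at least as many genes as the real one, which gave 0, so this had to be and tells nothing. Over all time points 3 of the 100 splits drawn gave at least as many, the real one included, and the largest count was 551 genes. That split set replicate 1 at 4 and 8 h and all 72 h libraries against the others. With time point in the model it compares the replicates at 4 and 8 h, whose coefficients of expression with gene length were 0.018 to 0.046 in replicate 1 and 0.080 to 0.156 in replicate 2. In the separate fit of all 32 libraries, which gave 2 genes for this comparison, the length class of a library as a block gave 42. The replicate number as a block gave 23 in that fit. For H3.3K27L 1 of 34 splits at 24 and 72 h and 2 of 100 over all time points gave at least as many genes as the real one, the real one included, and the other split of the 100 gave 516. Of the first 40 drawn, 2 gave as many for H3.3K27L, and the number was then raised to 100 with the same seed. For GSK343 all 34 splits at 24 and 72 h and all 100 over all time points did so, which again a real count of 0 fixes.

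Between GSK343-treated and WT-H3.3 ESCs, 0 genes were called at 72 h, at 24 and 72 h and over all time points, with 47, 127 and 678 genes at an unadjusted p-value under 0.05. The PRC2 target list had a median log2 fold change of 0.13 at 72 h for GSK343, with 26 of 40 genes higher. Derepression of PRC2 targets by GSK343 cannot be told apart from no change at this value, with an adjusted p-value of 0.981 in fry. For H3.3K27M the list median was -0.57, with 33 of 40 genes lower, so the list gave no sign of derepression there. With genes at the floor set to their bound it was -0.51. The list was not called in fry (adjusted p = 0.433, limma), so derepression is not excluded.

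Replicate 2 as the only source of the calls between H3.3K27L and WT-H3.3 ESCs over all time points was checked in each replicate. The lower calls had a median log2 fold change of -1.10 in replicate 1 and -1.21 in replicate 2. The higher calls had 1.31 and 0.72. These sizes argue against replicate 2 alone, although the genes were selected with both replicates, which by itself favours the same sign in each. Gene length bias between libraries stays open in part, with a Spearman coefficient of 0.31 between log2 fold change and gene length across genes, which are not independent replicates. Length classes unevenly spread over the lines are argued against as the source, with 542 calls when the class of a library was a block, and 441 of these shared with the 481. A trend with gene length as the whole cause is argued against by its size. The median of genes of like length lay between -0.225 and 0.162 on the log2 scale, short of 2-fold. With this median taken off, 368 calls lay beyond 2-fold. The p-values were not computed again, so calls well beyond 2-fold had to stay, and their number adds little. Of the 398 calls with a known length before this step, 353 were among the 368.

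In RA-treated cells, the time difference in WT-H3.3 had a median absolute log2 value of 0.918. Between a mutant and WT-H3.3 at the same Dox time it was 0.210 to 0.378. The 24 and 72 h libraries therefore differed more than the lines did. The difference between the times correlated with gene length at -0.333, so a difference in library preparation between times stays open. Same-numbered ESC libraries of WT-H3.3 and H3.3K27L had a lowest correlation of -0.707, which argues against one batch per number across all lines.

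The difference of ESC-RA Spearman coefficients between H3.3K27M and WT-H3.3 was 0.0189 with libraries thinned to one depth and 0.00919 with the WT-H3.3 ESC libraries as the reference for every line, so neither depth nor the ESC libraries explain its sign. The share of H3.3K27M-higher genes that are also higher in H3.3K27L was 51.8% in simulations with shared WT-H3.3 libraries and no difference between lines, so the shared libraries stay open as its source. For lower genes the simulated share was 42.5% and below the observed one.

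Between the OPC lines, 3261 calls at one depth argue against depth as the source, and a coefficient of -0.0125 between fold change and gene length argues against length bias. Undifferentiated cells in the H3.3K27M cultures are argued against by Pou5f1, Zfp42 and Dppa5a, which had 0 counts in both H3.3K27M OPC libraries and a mean of 350.9 CPM or more in H3.3K27M ESCs, although Sox2 was higher in these OPCs at a log2 fold change of 0.39. The pluripotency list, at a median of -0.37 (adjusted p = 0.661, camera), decides nothing here. A different mix of cell types stays open, with a median of 1.40 for the oligodendrocyte lineage list (9 of 13 genes higher) and of -3.75 for the extraembryonic endoderm list (18 of 19 genes lower).

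Origin of all lines from one parental cell line cannot be told from Y-linked counts, which were at least 72.7% of the WT-H3.3 level in the H3.3K27M and GSK343-treated ESC libraries. Fibroblast feeder or extraembryonic cells mixed into some ESC libraries cannot be told apart from none. In every group the lowest of Col1a1, Col1a2, Sparc and Thy1 was at 0.701 of the WT-H3.3 level or lower, but 1 low gene of 4 forbids no such cells, and the WT-H3.3 libraries that serve as the reference could hold them too.

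Among the other gene lists, the median log2 fold changes of H3.3K27M and H3.3K27L against WT-H3.3 in RA-treated cells were 0.25 and -0.14 for neural crest, 0.10 and -0.53 for neurons, -0.20 and 0.27 for astrocytes and -0.14 and 0.32 for the unfolded protein response. Between the OPC lines they were -1.92 for neural crest, 0.12 for neurons, 0.16 for astrocytes and -0.06 for the unfolded protein response.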
